# Combinatorial *Gli* activity directs immune infiltration and tumor growth in pancreatic cancer

**DOI:** 10.1371/journal.pgen.1010315

**Published:** 2022-07-22

**Authors:** Michael K. Scales, Ashley Velez-Delgado, Nina G. Steele, Hannah E. Schrader, Anna M. Stabnick, Wei Yan, Nayanna M. Mercado Soto, Zeribe C. Nwosu, Craig Johnson, Yaqing Zhang, Daniel J. Salas-Escabillas, Rosa E. Menjivar, H. Carlo Maurer, Howard C. Crawford, Filip Bednar, Kenneth P. Olive, Marina Pasca di Magliano, Benjamin L. Allen

## Abstract

Proper Hedgehog (HH) signaling is essential for embryonic development, while aberrant HH signaling drives pediatric and adult cancers. HH signaling is frequently dysregulated in pancreatic cancer, yet its role remains controversial, with both tumor-promoting and tumor-restraining functions reported. Notably, the GLI family of HH transcription factors (GLI1, GLI2, GLI3), remain largely unexplored in pancreatic cancer. We therefore investigated the individual and combined contributions of GLI1-3 to pancreatic cancer progression. At pre-cancerous stages, fibroblast-specific *Gli2/Gli3* deletion decreases immunosuppressive macrophage infiltration and promotes T cell infiltration. Strikingly, combined loss of *Gli1/Gli2/Gli3* promotes macrophage infiltration, indicating that subtle changes in *Gli* expression differentially regulate immune infiltration. In invasive tumors, *Gli2/Gli3* KO fibroblasts exclude immunosuppressive myeloid cells and suppress tumor growth by recruiting natural killer cells. Finally, we demonstrate that fibroblasts directly regulate macrophage and T cell migration through the expression of *Gli-*dependent cytokines. Thus, the coordinated activity of GLI1-3 directs the fibroinflammatory response throughout pancreatic cancer progression.

## Author summary

Throughout life, proper organ function relies on tightly regulated communication between diverse cell types. Disruptions to this intercellular communication can lead to disease, including pediatric and adult cancers. In pancreatic cancer, abnormal communication between tumor cells, fibroblasts and immune cells prevents the immune system from effectively recognizing and destroying malignant cells. Finding a way to correct this deficiency could create new therapeutic opportunities for this deadly disease. In this study, we investigated the role of Hedgehog signaling in fibroblasts, a central cell type in the pancreatic tumor microenvironment. Specifically, we explored the contribution of the GLI family of transcription factors (which mediate the cellular responses to Hedgehog signaling) to pancreatic cancer progression. We found that *Gli* genes are expressed in pancreatic fibroblasts and that the proteins encoded by these genes impact pancreatic tumor growth and directly control immune cell migration. This work identifies GLI transcription factors as key regulators of fibroblast-immune cell communication in pancreatic cancer.

## Introduction

Pancreatic ductal adenocarcinoma (PDA) remains a deadly malignancy, with a 5-year survival rate of 11% [1]. One contributing factor to this low survival rate is a lack of effective therapies. Although the mechanisms driving resistance to treatment are complex, one major barrier is the tumor microenvironment (TME). The TME of PDA is extremely heterogeneous, involving a complex network of endothelial cells, nerves, fibroblasts, and immune cells [2]. Within this network, fibroblasts function as critical nodes for intercellular signaling. Pancreatic fibroblasts contribute to pancreatic disease through a variety of means, including the production of extracellular matrix (ECM) and the secretion of pro-tumorigenic factors [3–7]. Fibroblasts also provide metabolic support [8–10], confer chemoresistance [7,11,12], facilitate immunosuppression [13,14], and restrict tumor perfusion via ECM deposition [15–17]. However, fibroblasts also have tumor-restricting roles [18–21]. These seemingly disparate functions could be explained by the observation that cancer-associated fibroblasts are heterogeneous [22–24], with different populations having different, potentially opposing functions. However, the mechanisms and signals used by fibroblast populations to affect disease progression are not fully understood.

Work from our lab and others has identified aberrant HH signaling as a feature of PDA [25–27]. In the context of PDA, HH ligands (primarily sonic hedgehog [SHH] and indian hedgehog [IHH]) are secreted by tumor cells and bind to the canonical receptor patched 1 (PTCH1) on fibroblasts [28–30]. Following ligand binding, the repressive activity of PTCH1 is inhibited, leading to the activation of smoothened (SMO), which in turn modulates the GLI family of HH transcription factors [31]. Although this paracrine model of HH signaling in pancreatic cancer is well-established, the contribution of HH signaling to pancreatic cancer progression remains controversial.

Previous mouse studies indicated that HH pathway inhibition improves chemotherapy delivery and extends survival [15]. However, clinical trials employing SMO inhibitors provided no clinical benefit or, in some cases, led to worse outcomes [32–34]. Further, genetic loss of *Shh* shortens survival in mouse models of PDA, suggesting that HH signaling has tumor-restraining roles [19,20]. One explanation for these contradictory results is that the level of HH pathway activity influences pancreatic tumor growth. Combinatorial targeting of HH pathway co-receptors revealed that partial reduction of HH signaling in fibroblasts promotes tumor growth, while near complete ablation of the stromal HH response fails to promote tumorigenesis [18]. More recent work demonstrated that pharmacologic HH pathway inhibition alters cancer-associated fibroblast (CAF) composition and immune infiltration in PDA, indicating that HH signaling impacts multiple cell types within the pancreatic TME [35]. However, the downstream consequences of HH pathway activity on pancreatic tumor growth, specifically the transcriptional outcomes of HH signal transduction in the pancreatic stroma, remain unexplored.

The GLI family of proteins (GLI1, GLI2, GLI3) are the transcriptional effectors of the HH pathway. GLI1 exclusively functions as a transcriptional activator, while GLI2 and GLI3 contain both activator and repressor domains [36]. In multiple tissues, GLI2 primarily acts as a transcriptional activator [37], while GLI3 functions as a transcriptional repressor [38]. Prior work from our group has demonstrated that GLI1 supports pancreatic tissue recovery following induction of acute pancreatitis or oncogenic *Kras*-driven injury [39]. However, the expression and function of GLI2 and GLI3 in PDA remain largely unknown. Further, the combined role of multiple GLIs during PDA progression has not been explored.

In this study, we investigated the role of GLI1-3 in PDA progression. We have determined that *Gli1*, *Gli2*, and *Gli3* are expressed in the healthy pancreas, and expand throughout PDA progression. At pre-cancerous stages, genetic deletion of *Gli2* and *Gli3* in fibroblasts reduces collagen deposition and dramatically alters immune infiltration. Specifically, stromal depletion of *Gli2* and *Gli3* leads to a decrease in immunosuppressive macrophage infiltration and an increase in T cells. However, deleting all three *Glis* in fibroblasts leads to an increase in macrophage infiltration and the exclusion of T cells. Further, mice lacking *Gli1*, *Gli2*, and *Gli3* display a widespread loss of pancreatic tissue, suggesting that a baseline level of GLI activity is necessary to maintain tissue integrity during disease progression. In invasive tumors, we have determined that the loss of *Gli2* and *Gli3* in fibroblasts decreases myeloid-derived suppressor cells (MDSCs) and increases natural killer (NK) cells, which in turn antagonize tumor growth. In contrast, *Gli1/Gli2/Gli3* KO fibroblasts recruit MDSCs and exclude NK cells, leading to sustained tumor growth. Together, our data demonstrate that the activities of all three GLIs regulate immune infiltration throughout PDA progression, and these GLI-driven changes determine tumor growth.

## Results

### *Gli1-3* are expressed in the pancreatic stroma and expand during PDA progression

To determine *GLI1-3* expression in human PDA, we analyzed epithelial and stromal samples isolated from PDA patients by laser-capture microdissection [40]. *GLI1-3* are predominantly expressed in the stroma (Fig 1A–1C), while HH ligands are expressed in the epithelium (S1A Fig). HH receptors are also enriched in the stroma (S2B and S2C Fig), consistent with the paracrine manner of HH signaling in PDA [25,26,28,30,41]. Further, all three *GLI*s are expressed by multiple types of pre-cancerous lesions, including both pancreatic intraepithelial neoplasia (PanIN) and intraductal papillary mucinous neoplasms (IPMNs). Since the stroma consists of diverse cell types, we analyzed a recently published single-cell RNA sequencing dataset [42] to precisely determine which cellular compartments express *GLI1-3*. Gene expression analysis revealed that fibroblasts are the primary source of *GLI1-3* in PDA (Fig 1D).

**Fig 1:**
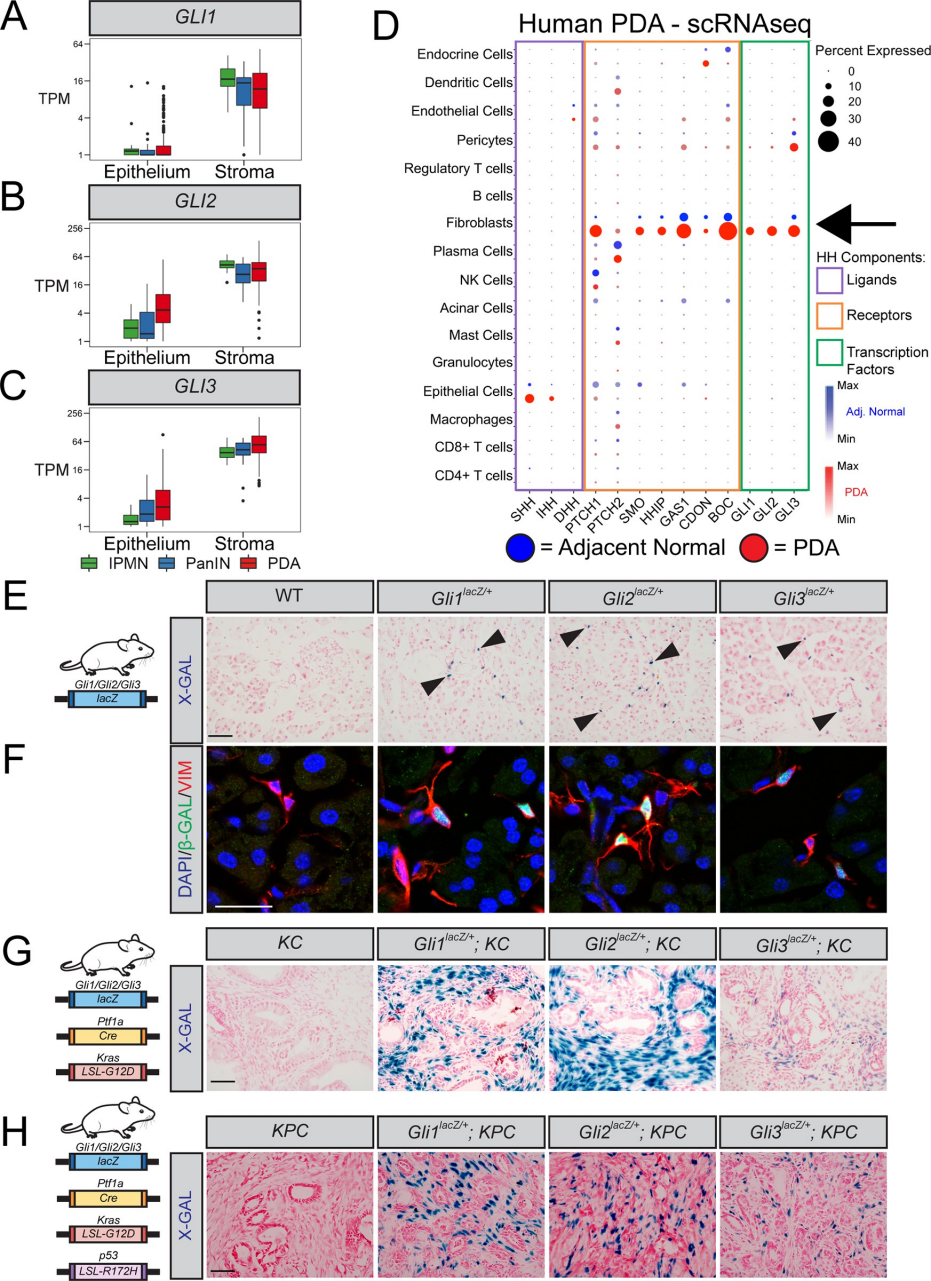
*Gli1-3* are expressed in the pancreatic stroma and expand during PDA progression. (**A–C**). Epithelial vs. Stromal *GLI* expression in human IPMN tissue (green, n = 19 Epithelial, n = 12 Stromal), PanIN (blue, n = 26 Epithelial, n = 23 Stromal), and PDA (red, n = 197 Epithelial, n = 124 Stromal), determined by LCM-RNAseq [40]. (**D**) Expression of HH pathway components in human PDA (red, n = 16) and adjacent normal pancreas (blue, n = 3), determined by scRNAseq [42]. Dot size indicates frequency. Dot color intensity indicates expression level. Boxes outline ligands (purple), receptors (orange), and transcription factors (green). Arrow indicates *GLI* expression in fibroblasts. (**E–H**) Expression analysis of healthy (**E-F**), PanIN (**G**), and PDA (**H**) pancreata from *Gli*^*lacZ*^ reporter mice (n ≥ 3 for all genotypes). X-gal staining (**E, G, H**) in blue. Arrowheads indicate *lacZ+* cells. Scale bar = 50μm. For immunofluorescent antibody analysis of healthy pancreata (**F**), antibodies detect β-Galactosidase (β-GAL, green) and fibroblasts (VIM, Red). DAPI (blue) denotes nuclei. Scale bar = 20 μm. Mouse drawing acquired from the open source repository SciDraw.io (doi.org/10.5281/zenodo.3925901).

*Kras*^*LSL-G12D/+*^*;Ptf1a*^*Cre/+*^ (KC) [43] and *Kras*^*LSL-G12D/+*^*; p53*^*LSL-R172H/+*^*;Ptf1a*^*Cre/+*^ (KPC) [44] mouse models of PDA provide an opportunity to investigate disease progression in a system that faithfully recapitulates human disease. In both models, *Cre* expression by pancreatic progenitor cells activates oncogenic *Kras* [43,44]. Induction of acute pancreatitis (via caeruelin injections) synergizes with oncogenic *Kras* to produce widespread PanIN lesions in KC mice [45]. In KPC mice, CRE also drives the expression of a mutant *p53* allele, leading to the spontaneous development of invasive pancreatic tumors [44]. To determine if *Gli1-3* expression in mouse models is consistent with human disease, we utilized *Gli-lacZ* reporter mice [37,46,47]. X-gal staining (Fig 1E) and immunofluorescent (IF) detection of Beta Galactosidase (β-GAL; Figs 1F and S1D and S1E) in healthy mouse pancreata revealed that *Gli1*, *Gli2*, and *Gli3* are all expressed by fibroblasts surrounding blood vessels and pancreatic ducts. Further, *Gli2*- and *Gli3*-expressing fibroblasts also surround acinar cell clusters (Fig 1E and 1F). *Gli-lacZ* reporter mice were then crossed into KC and KPC models of PDA. X-gal staining of *Gli1-lacZ;KC*, *Gli2-lacZ;KC*, and *Gli3-lacZ*;*KC* tissue revealed that all three *Glis* expand within the stroma at PanIN stages (Fig 1G), and immunofluorescent detection of β-GAL indicated that *Gli* expression remains restricted to pancreatic fibroblasts (S1F–S1I Fig). Further, *Gli1-3* are expressed broadly within the tumor stroma of *Gli-lacZ; KPC* mice (Figs 1H and S1J). Together, these data demonstrate that the patterns of *Gli* expression observed in mouse models are consistent with human PDA.

### Conditional *Gli2* and *Gli3* deletion *in vivo* restricts immunosuppressive macrophages and promotes T cell infiltration

The broad, stromal expression of *Gli1-3* throughout disease progression raised the question of *Gli* function in PDA. While *Gli1* has established roles in tissue recovery [39] and PanIN progression [48], the roles of stromal *Gli2* and *Gli3* during PDA progression are unknown. To target *Gli2* and *Gli3* in fibroblasts *in vivo*, we crossed the *Pdgfrα*^*CreER-T2*^ allele [49] into *Kras*^*FSF-G12D/+*^*;Ptf1a*^*FlpO/+*^ (KF) [50] mice. In this combined *KF;Pdgfrα*^*CreER-T2*^ model (Fig 2A), *Ptf1a*^*FlpO/+*^ drives oncogenic *Kras* expression and PanIN formation in the pancreatic epithelium, allowing us to utilize a CreER to inducibly delete *Gli* in pancreatic fibroblasts. Adult *KF;Pdgfrα*^*CreER-T2*^ mice were given tamoxifen daily for 5 days to induce recombination, followed by two days of caerulein injections to drive acute pancreatitis and initiate PanIN formation [51]. Mice were then harvested 3 weeks later once PanIN lesions established throughout the pancreas. Lineage tracing revealed that the *Pdgfrα*^*CreER-T2*^ allele effectively labels the neoplastic stroma (S2A Fig), and reduces *Gli2* and *Gli3* expression by approximately 70% each in *KF; Pdgfrα*^*CreER-T2*^*; Gli2*^*fl/fl*^; *Gli3*^*fl/fl*^ (*KF;Gli2/Gli3* cKO) mice (S2B Fig). Histologic analysis of *KF;Gli2/Gli3* cKO mice revealed a disrupted stroma, including an increased number of stromal cells and a decrease in collagen deposition compared to *KF; Gli2*^*fl/fl*^; *Gli3*^*fl/fl*^ (*KF;Gli2/Gli3* WT) mice (Fig 2B and 2C). However, initial characterization of fibroblasts from *KF;Gli2/Gli3* cKO mice revealed no inherent differences in proliferation compared to *KF;Gli2/Gli3* WT mice (S2C Fig). To determine which stromal cell types change as a result of *Gli2/Gli3* deletion, we performed flow cytometry analysis on *KF;Gli2/Gli3* cKO and *KF;Gli2/Gli3* WT tissue. Interestingly, we found that total immune cells increase following loss of *Gli2* and *Gli3*, yet total myeloid cells decrease (Figs 2D and S2D and S2E). When we examined different subpopulations of immune cells (Figs 2E–2I and S2D and S2F–S2J), we found a significant reduction in macrophages in *KF;Gli2/Gli3* cKO mice (Fig 2E). To assess which types of macrophages are impacted by the loss of *Gli2/Gli3*, we evaluated the expression of arginase 1 (ARG1), a marker of immunosuppressive tumor-associated macrophages (TAMs). Co-staining with ARG1 and the general macrophage marker F4/80 revealed a decrease in TAMs following the loss of *Gli2* and *Gli3* (Fig 2F). In contrast to this decrease in immunosuppressive TAMs, we found an increase in total T cells in *KF;Gli2/Gli3* cKO mice (Figs 2G and S2D). Analysis of different T cell populations revealed that both CD4+ and CD8+ T cells increased following the loss of *Gli2* and *Gli3* (Figs 2H and 2I, and S2D and S2H–S2J). Together, these data suggest that fibroblast-specific *Gli2*/*Gli3* deletion disrupts the immunosuppressive microenvironment in pancreatic neoplasia.

**Fig 2:**
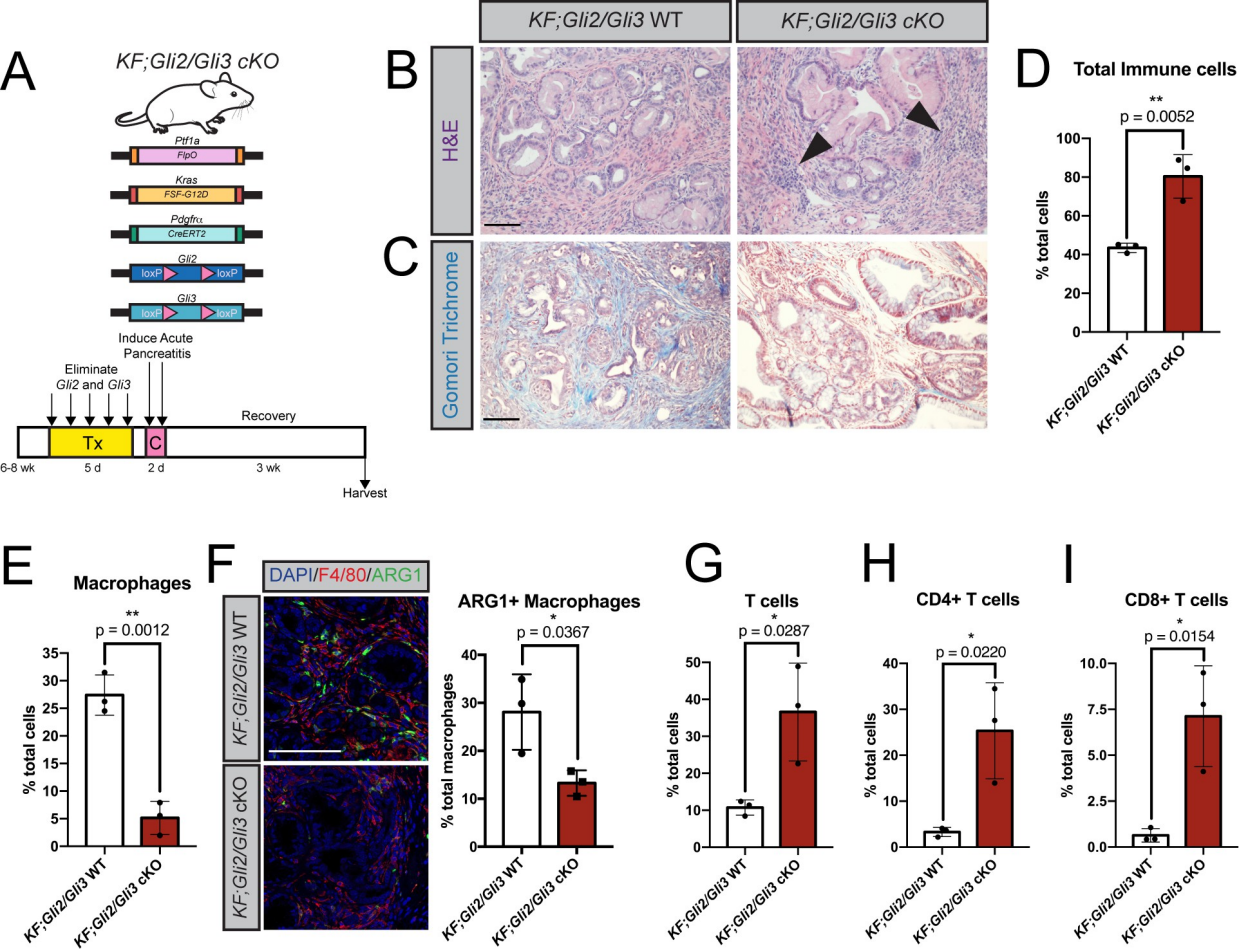
Conditional *Gli2* and *Gli3* deletion *in vivo* restricts immunosuppressive macrophages and promotes T cell infiltration. **A**) Cartoon depicting experimental strategy. Adult *KF; Pdgfrα*^*CreERt2/+*^*; Gli2*^*fl/fl*^*; Gli3*^*fl/fl*^ (*KF;Gli2/Gli3* cKO) mice were given tamoxifen (Tx, 200mg/kg) once a day for 5 days. Mice were then given 8 hourly injections of caerulein (C) over 2 days to induce pancreatitis. Pancreata were harvested 3 weeks later. **B-C**) H&E (**B**) and Gomori trichrome (**C**) staining of *KF;Gli2/Gli3* cKO mice (right) and *KF; Gli2*^*fl/fl*^*; Gli3*^*fl/fl*^ (*KF;Gli2/Gli3* WT) mice (left). Arrowheads indicate dense pockets of stromal cells. **D-E**) Flow cytometry analysis of total immune cells (**D**) and macrophages (**E**) in *KF;Gli2/Gli3* WT and *KF;Gli2/Gli3* cKO mice. **F**) Immunofluorescent antibody detection (left) and quantitation (right) of macrophages (F4/80, red) expressing arginase 1 (ARG1, green). DAPI staining in blue. **G-I**) Flow cytometry analysis of total T cells (**G**), CD4+ T cells (**H**), and CD8+ T Cells (**I**). N ≥ 3 for all genotypes. All P-values were determined by un-paired t-test. Scale bars = 100μm. Mouse drawing acquired from the open source repository SciDraw.io (doi.org/10.5281/zenodo.3925901).

Since immune suppression plays a crucial role in PDA [14], we investigated whether loss of *Gli2/Gli3* affects PanIN progression. However, caerulein administration in mutant *Kras* mice can synchronize and accelerate PanIN lesions [45]. We therefore utilized a spontaneous model in which *KF;Gli2/Gli3* cKO mice were aged to 20 weeks, when spontaneous PanIN formation is expected (Fig 3A and 3B). *KF;Gli2/Gli3* cKO mice present with reduced collagen deposition (Fig 3C and 3G) and a reduction in macrophage infiltration (Fig 3E and 3I). We also observed a trend toward increased cytoplasmic mucin, a feature of low-grade PanIN [52], in a majority of *KF;Gli2/Gli3* cKO mice (Fig 3D and 3H). However, histopathological analysis of the PanIN lesions indicated no difference in PanIN progression between *KF;Gli2/Gli3* cKO and *KF;Gli2/Gli3* WT mice (Fig 3F). Thus, while loss of *Gli2* and *Gli3* in the fibroblasts significantly impairs ECM accumulation and reduces the relative proportion of macrophages, it is not sufficient to alter PanIN progression.

**Fig 3:**
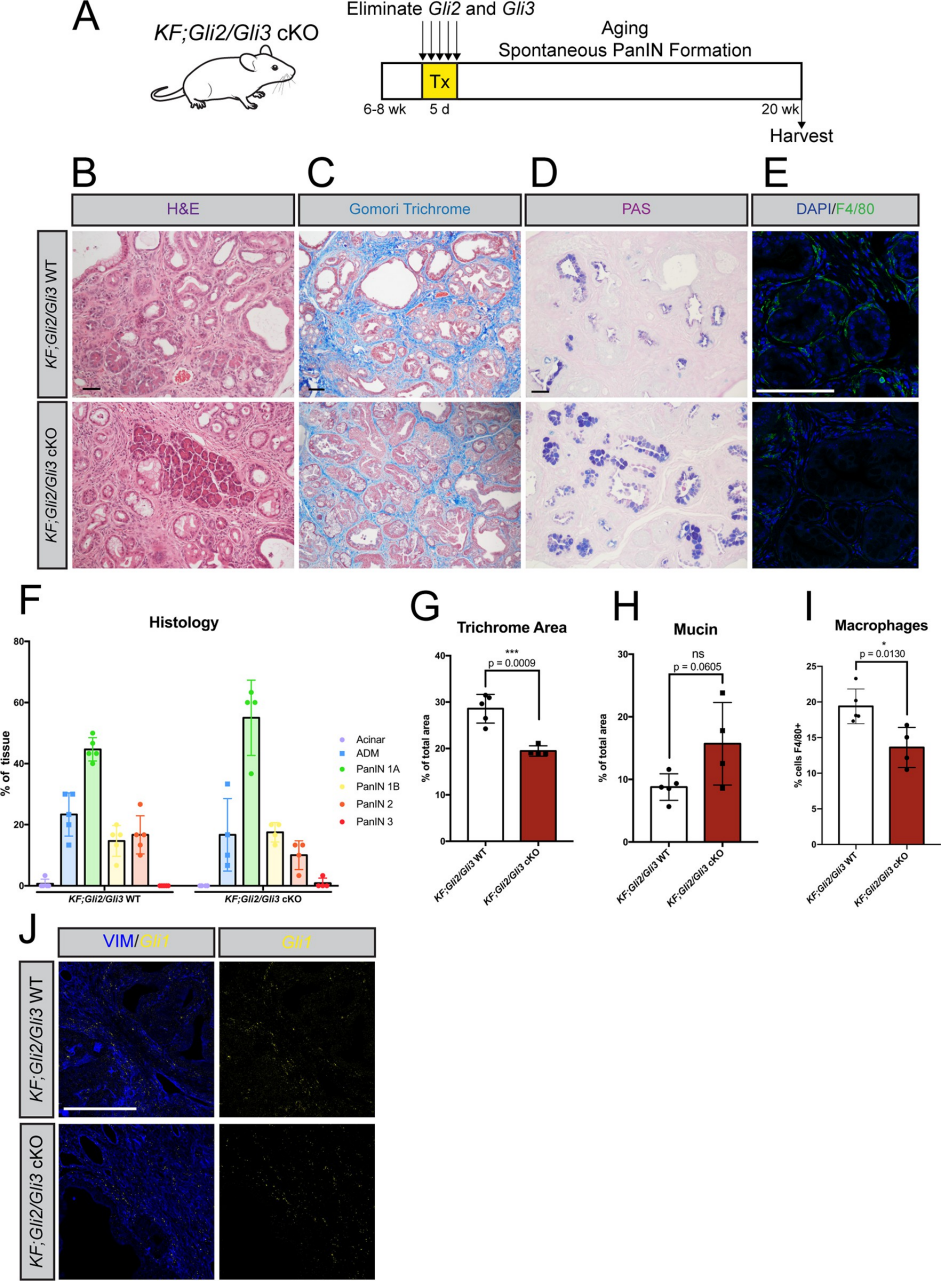
Loss of stromal *Gli2* and *Gli3* reduces collagen deposition and macrophage infiltration in a spontaneous PanIN model. **A**) Cartoon depicting experimental strategy. Adult *KF;Gli2/Gli3* cKO mice were given tamoxifen (Tx, 200 mg/kg) once a day for 5 days. Pancreata were harvested at 20 weeks of age. **B-D**) Histological analysis of *KF;Gli2/Gli3* cKO;*LSL-tdTomato/+* (bottom) pancreata compared to *KF;Gli2/Gli3* WT;*LSL-tdTomato/+* tissue (top), including H&E (**B**), Gomori Trichrome (**C**), and PAS (**D**) staining. **E**) Immunofluorescent antibody detection of macrophages (F4/80, green). DAPI staining in blue. **F**) Pathology analysis of PanIN progression in *KF;Gli2/Gli3* WT;*LSL-tdTomato/+* (left) and *KF;Gli2/Gli3* cKO;*LSL-tdTomato/+* (right) mice. **G-I**) Quantitation of collagen deposition (**G**), mucin (**H**), and macrophages (**I**) in *KF;Gli2/Gli3* WT;*LSL-tdTomato/+* and *KF;Gli2/Gli3* cKO;*LSL-tdTomato/+* mice. **J**) *Gli1* expression (yellow) in *KF;Gli2/Gli3* WT (top) and *KF;Gli2/Gli3* cKO mice (bottom), determined by RNAscope. Vimentin (VIM) staining in blue. Scale bar = 50 μm. N ≥ 3 for all genotypes. P-values were determined by un-paired t-test. Mouse drawing acquired from the open source repository SciDraw.io (doi.org/10.5281/zenodo.3925901).

### Combined *Gli1-3* deletion drives widespread tissue loss during PanIN progression

While validating our *KF;Gli2/Gli3* cKO model, we were surprised to find that *Gli1* expression is maintained following the loss of *Gli2/Gli3* (Fig 3J). This contrasts with *Gli2;Gli3* double mutant embryos, which lack *Gli1* expression across multiple developing tissues [53]. We hypothesized that *Gli1* could be functioning partially redundantly with *Gli2* and *Gli3*, and that deleting all three *Glis* would accentuate the phenotypes we observed in *KF;Gli2/Gli3* cKO mice. To test this, we utilized *Gli1*^*CreERT2*^ mice [54], in which a *CreER-t2* allele knocked into the endogenous *Gli1* locus abolishes *Gli1* expression while driving recombination in pancreatic fibroblasts [50]. Crossing this allele into *KF* mice enabled us to target *Gli2* and *Gli3* expression in *Gli1*-expressing fibroblasts during PanIN progression (Fig 4A). RNAscope analysis of *KF; Gli1*^*CreERT2/CreERT2*^*; Gli2*^*fl/fl*^; *Gli3*^*fl/fl*^ (*KF;Gli1/Gli2/Gli3* KO) mice confirmed complete elimination of *Gli1* (S3A Fig) and efficient conditional reduction of *Gli3* (S3B Fig). Once validated, *KF;Gli1/Gli2/Gli3* KO mice were aged to 20 weeks to evaluate spontaneous PanIN progression in the absence of *Gli1-3*.

Strikingly, combined *Gli1/Gli2/Gli3* depletion leads to a dramatic loss of pancreas parenchyma, with concurrent pancreatic lipomatosis, or adipocyte accumulation in the pancreas (Figs 4B–4E and S3C). Pancreatic lipomatosis is observed following extensive acinar cell death [55,56]. Although no differences in cell death are detected between *KF;Gli1/Gli2/Gli3* WT and *KF;Gli1/Gli2/Gli3* KO tissue at the time of dissection (S3C Fig), the loss of acinar tissue likely occurred earlier in disease progression, resulting in the disrupted state of the pancreas following *Gli* deletion. Interestingly, the pancreata of *Gli1/Gli2/Gli3* KO mice that do not express oncogenic *Kras* are grossly normal, and do not show any evidence of tissue loss or pancreatic lipomatosis (Fig 4D and 4E). Thus, the combined loss of *Gli1/Gli2/Gli3* only compromises tissue integrity in the context of pancreatic carcinogenesis.

In addition to disrupted tissue architecture, the pancreata of *KF;Gli1/Gli2/Gli3* KO mice feature an increase in macrophages compared to *KF;Gli1/Gli2/Gli3* WT mice (Fig 4F and 4G), in contrast to the decrease in macrophages observed in *KF;Gli2/Gli3* cKO tissue (cf. Fig 2E). We did not find any difference in T cell number between *KF;Gli1/Gli2/Gli3* KO and *KF;Gli1/Gli2/Gli3* WT mice (Fig 4F and 4H). Thus, a baseline level of *Gli* activity is necessary to maintain pancreas integrity during PanIN progression. Further, total ablation of *Gli* promotes macrophage infiltration, suggesting that macrophages are sensitive to subtle changes in GLI activity in fibroblasts.

### Loss of *Gli2* and *Gli3* reduces tumor growth through the recruitment of NK cells

To study the role of *Gli1/Gli2/Gli3* in tumor growth, we performed tumor implantation experiments with *Gli* KO pancreatic fibroblasts (Fig 5A). Since germline *Gli2* and *Gli3* mutants die perinatally [57,58], we utilized *Gli*^*fl/fll*^ mice to derive fibroblast lines from the adult pancreas. Once established, fibroblast lines were infected with either a GFP-expressing adenovirus (WT lines) or a Cre-expressing adenovirus (*Gli* KO), and *Gli* deletion was validated by qPCR and western blot (S4A–S4D Fig). Both *Gli2/Gli3* KO and *Gli1/Gli2/Gli3* KO pancreatic fibroblasts are unresponsive to HH stimulation, while parental line controls remain HH responsive (S4E and S4F Fig). *Gli* KO fibroblasts were co-injected with KPC-derived tumor cells [59] into the flanks of nude mice, which lack functional T and B cells. Consistent with previous findings [18,60], co-injecting tumor cells with WT fibroblasts produces larger tumors than tumor cells alone (Fig 5B). In contrast, co-injecting *Gli2/Gli3* KO fibroblasts with tumor cells fails to promote tumor growth, and produces tumors that are significantly smaller than tumors co-injected with WT fibroblasts (Fig 5B). Given the detrimental effects observed when *Gli1*, *Gli2*, and *Gli3* are deleted at PanIN stages (Fig 4), we next tested how *Gli1/Gli2/Gli3* KO fibroblasts impact invasive tumor growth. Strikingly, co-injection of tumor cells with *Gli1/Gli2/Gli3* KO fibroblasts promotes tumor growth to the same degree as parental *Gli1* KO fibroblasts and WT control fibroblasts (Fig 5C, cf. Fig 5B). Thus, while reduction of *Gli* restrains tumor growth, total ablation of *Gli* promotes tumor growth.

**Fig 4:**
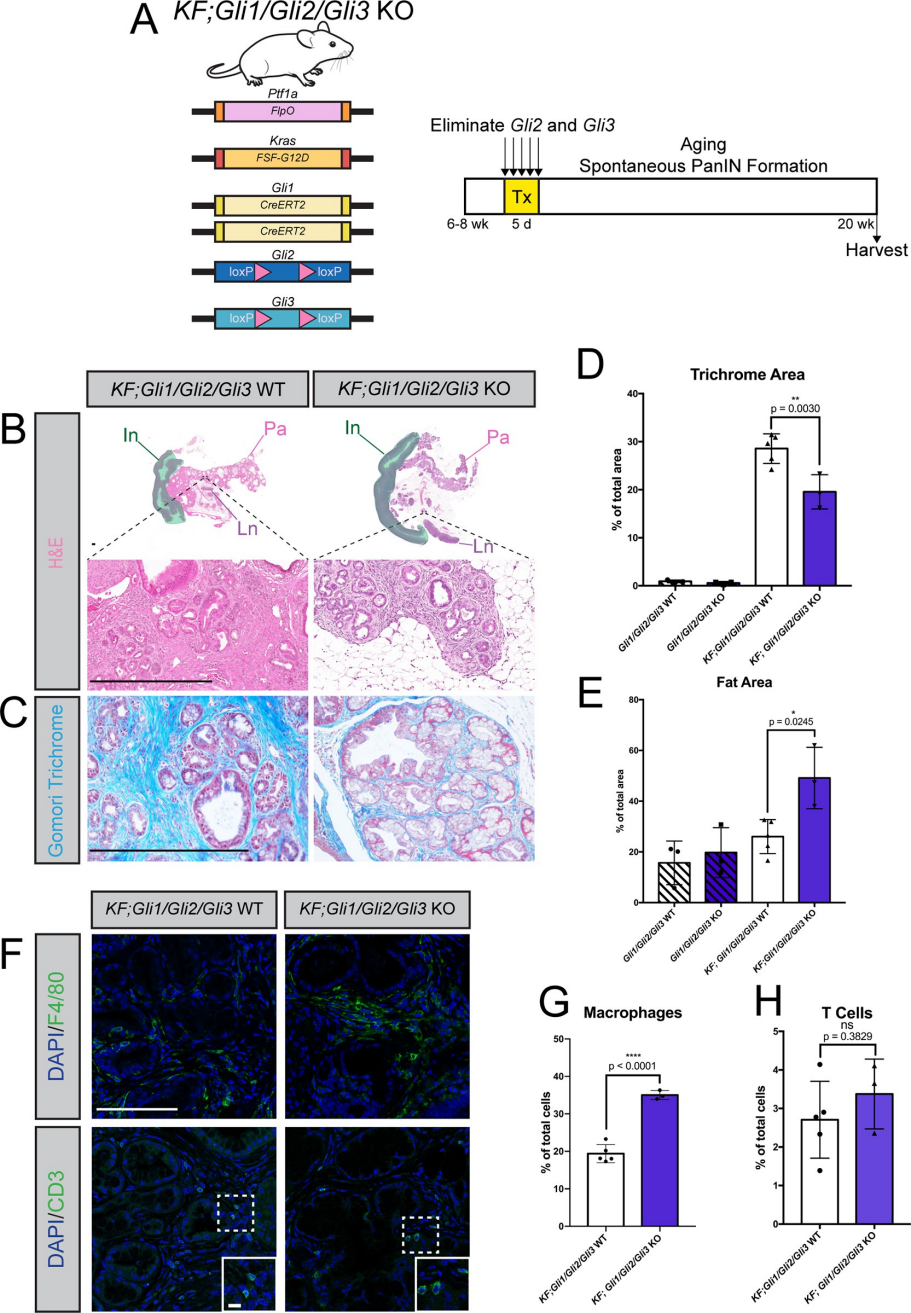
Combined *Gli1-3* deletion drives widespread tissue loss during PanIN progression. **A**) Cartoon depicting experimental strategy. Adult *KF; Gli1*^*CreERT2/CreERT2*^*; Gli2*^*fl/fl*^; *Gli3*^*fl/fl*^ (*KF;Gli1/Gli2/Gli3* KO) mice were given tamoxifen (Tx, 200mg/kg) once a day for 5 days. Pancreata were harvested at 20 weeks of age. **B-E**) Histological analysis of *KF; Gli2*^*fl/fl*^; *Gli3*^*fl/fl*^ (*KF;Gli1/Gli2/Gli3* WT) (left) and *KF;Gli1/Gli2/Gli3* KO (right) mice, including H&E staining (**B**), Gomori trichrome (**C,** quantified in **D**), and fat area (**E**). Green shaded area outlines intestinal tissue (In). Pancreas tissue (Pa) and Lymph nodes (Ln) annotated accordingly. Scale bar = 500μm. P-values determined by ordinary one-way ANOVA with Tukey’s multiple comparisons test. **F-H**) Immunofluorescent antibody detection (**F**) and quantitation (**G-H**) of macrophages (F4/80) and T cells (CD3) in *KF;Gli1/Gli2/Gli3* WT and *KF;Gli1/Gli2/Gli3* KO mice. Inset scale bar = 10μm. All other scale bars = 100μm. P-values were determined by unpaired t-test. N ≥ 3 for all genotypes. Mouse drawing acquired from the open source repository SciDraw.io (doi.org/10.5281/zenodo.3925901).

**Fig 5:**
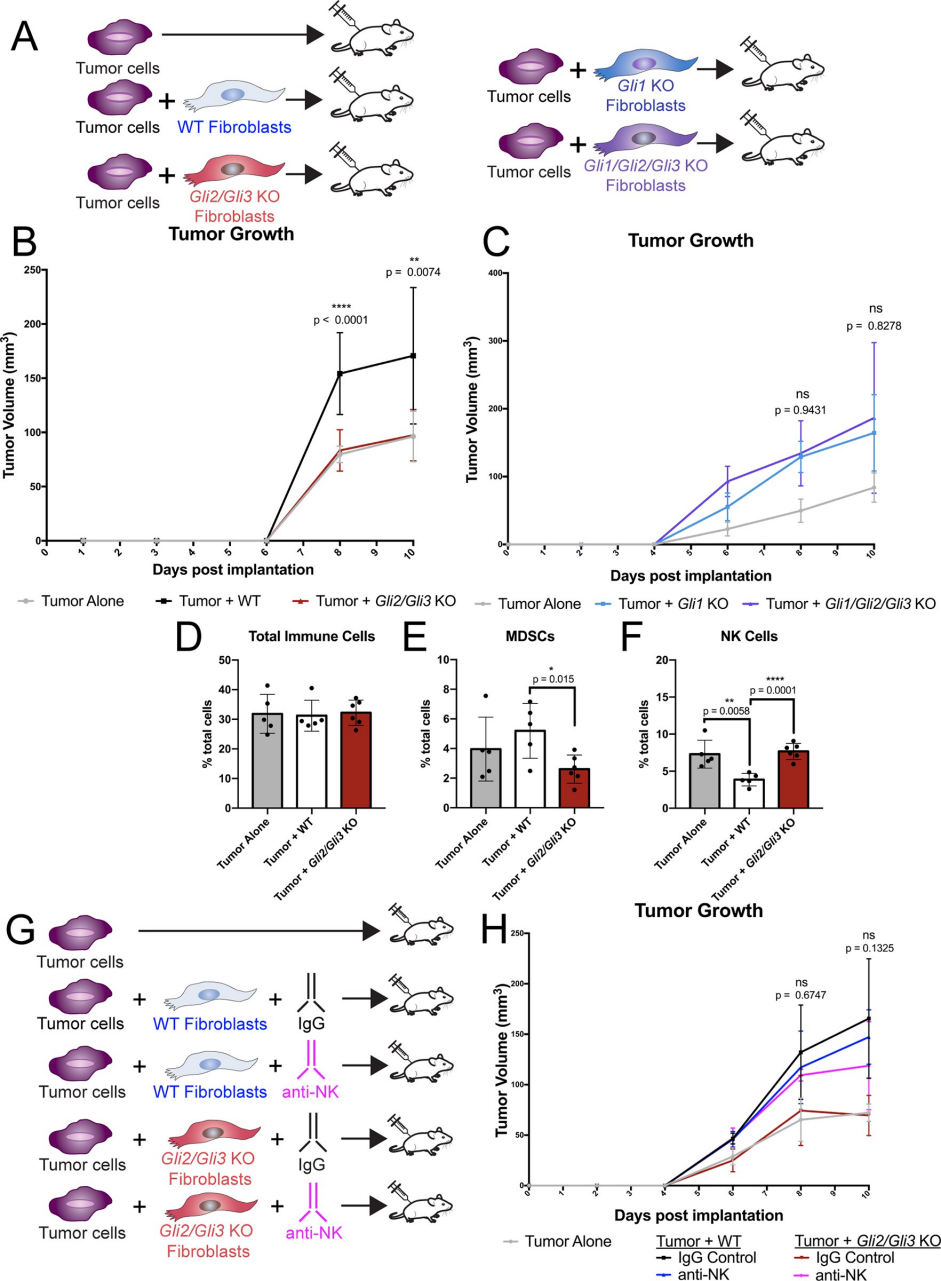
Loss of *Gli2* and *Gli3* reduces tumor growth through the recruitment of NK cells. **A**) Cartoon depicting experimental strategy. Tumor cells were injected subcutaneously either alone or in combination with pancreatic fibroblasts into nude mice. (**B-C**) Volume (mm^3^) of implanted tumors over time. Tumor cells were injected alone (gray), or co-injected with WT (black), *Gli2/3* KO (red), *Gli1* KO (blue), or *Gli1/Gli2/Gli3* KO (purple) pancreatic fibroblasts. Displayed p-values compare *Gli* KO fibroblasts to their corresponding parental line control. (**D-F**) Flow cytometry analysis of total immune cells (**D**), MDSCs (**E**), or NK cells (**F**) in subcutaneous tumors. (**G**) Cartoon depicting experimental strategy for NK cell depletion experiment. Animals were either treated with an IgG control or an anti-NK cell depleting antibody (anti-asialo GM1). (**H**) Volume (mm^3^) of implanted tumors following NK Cell depletion. P-values determined by ordinary one-way ANOVA with Tukey’s multiple comparison test. The displayed p-values compare Tumor + *Gli2/Gli3* KO + anti-NK conditions to Tumor + WT + IgG conditions. For all analyses, n ≥ 5 tumors for each experimental condition. Mouse drawing acquired from the open source repository SciDraw.io (doi.org/10.5281/zenodo.3925901).

We next wanted to determine why *Gli2/Gli3* KO fibroblasts fail to promote tumor growth. To confirm that *Gli2/Gli3* KO fibroblasts persist in this transplantation model, we analyzed harvested tumors for the presence of a tdTomato reporter allele expressed by *Gli2/Gli3* KO fibroblasts. TdTomato expression was detected by IF in tumors from our *Gli2/Gli3* KO fibroblast condition (S5A Fig), confirming that the decrease in tumor growth was not simply due to the death of injected fibroblasts. We next assessed whether *Gli2/Gli3* KO fibroblasts impacted the growth of tumor cells directly. However, we found no differences in tumor cell proliferation nor cell death between *Gli2/Gli3* KO and WT conditions (S5B and S5C Fig). We also did not find any differences between fibroblast nor endothelial cell abundance across our experimental conditions (S5D and S5E Fig). Given the connection between *Gli* expression and immune infiltration that we observed at PanIN stages, we next investigated whether this reduction in tumor growth was due to altered recruitment of immune cells. We found no difference in total immune cells between our different experimental conditions (Fig 5D). However, when we analyzed different subpopulations of immune cells (Figs 5E and 5F, and S5F and S5G), we determined that *Gli2/Gli3* deletion in fibroblasts leads to a decrease in MDSCs and an increase in NK cells (Fig 5E and 5F). Interestingly, *Gli2* KO, *Gli3* KO, and *Gli1/Gli2/Gli3* KO fibroblasts do not impact MDSC nor NK cell infiltration (S5H–S5J and S6A–S6L Figs), indicating that this effect on immune infiltration is specific to *Gli2/Gli3* KO fibroblasts.

We were surprised to find that total myeloid cells and macrophages do not change following the loss of *Gli2/Gli3* in our tumor implantation experiments (S5F and S5G Fig), in contrast to our *KF;Gli2/Gli3* cKO model (cf. Figs 2E and S2E). We wondered if this difference could be due to the different genetic strains between our experimental systems, as *KF;Gli2/Gli3* cKO mice are fully immune competent and possess functional T cells, while nude mice do not. We hypothesized that the loss of *Gli2/Gli3* leads to a decrease in immunosuppressive myeloid cells (MDSCs/macrophages) and an increase in cytotoxic immune cells (T cells/NK cells), and the exact cell types involved depend on the model system. We therefore suspected that in the absence of T cells, the enhanced NK cell recruitment in our *Gli2/Gli3* KO condition was responsible for antagonizing tumor growth. To test whether this infiltration of NK cells suppresses tumor growth, tumor-bearing mice were treated with an NK cell-depleting antibody (anti-asialo GM1; Figs 5G and S6M–S6P). Tumor growth following co-injection with WT fibroblasts is unaffected by NK cell depletion (Fig 5H), presumably due to NK cells already being excluded from the microenvironment. In contrast, depleting NK cells in tumors co-injected with *Gli2/Gli3* KO fibroblasts rescues tumor growth, and the resulting tumors are equivalent in size to tumors co-injected with WT fibroblasts (Fig 5H). These data reveal that the loss of *Gli2/Gli3* in fibroblasts restricts tumor growth through the recruitment of NK cells.

### *Gli* activity in fibroblasts directly controls macrophage and T cell migration

To further investigate GLI2/GLI3 function in the pancreatic TME, we transcriptionally profiled *Gli2/Gli3* KO pancreatic fibroblasts by RNA sequencing (RNAseq). 

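The RNAseq data cover 6 libraries of immortalized mouse pancreatic fibroblasts grown to confluence in separate wells, 3 labelled WT and 3 labelled Gli2/Gli3 KO. The paper describes such lines as derived from the pancreas of Gli floxed mice and infected with a GFP adenovirus (WT) or a Cre adenovirus (KO). Its methods name more viruses, a GFP adenovirus with a dsRed lentivirus for controls and GFP and Cre adenoviruses for KO cells. It states that RNA of the bulk sequencing samples was isolated with the Qiagen RNeasy Mini Kit. The labels name the Plus version of that kit and a DNase step. Libraries were made from polyadenylated RNA, and the authors deposited the number of reads they counted on each gene, without normalization, together with log2 CPM values from limma's voom. The 3 libraries labelled WT hold 31728420, 33905521 and 32297675 counts on genes and the 3 labelled KO hold 34946147, 41035931 and 32781730. The paper's text does not name the aligner, the counting tool or the genome build. Counts were scaled by edgeR's TMM factors, and 14289 of the 14831 listed genes passed its expression filter and were tested. Fold changes are given as the libraries labelled KO relative to those labelled WT, adjusted p values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene was counted as differentially expressed at an adjusted p under 0.05 and a change of at least 1.5-fold. With 3 libraries against 3, an exact permutation test of 1 gene cannot give a two-sided p under 0.1, and wells of a line show the spread of culture and library preparation, not of independently made lines.

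The targeted genes were read first, because they check the labels. Gli2 (chromosome 1 from 118834132 to 119053619 in GENCODE M21 on GRCm38, the annotation used for all positions) had 809, 944 and 868 counts in the libraries labelled WT and 1932, 2316 and 1926 in those labelled KO, or 27.1 ± 1.19 and 56.1 ± 1.96 CPM (SD, n = 3 each). Its log2 fold change was 1.05 (standard error 0.04, adjusted p = 8.01e-10). Gli3 (chromosome 13 from 15463235 to 15730026) had 392, 416 and 398 counts in the libraries labelled WT and 1434, 1637 and 1404 in those labelled KO, or 12.5 ± 0.0452 and 40.7 ± 1.64 CPM, a log2 fold change of 1.71 (standard error 0.05, adjusted p = 2.10e-11). Both genes were higher in each library labelled KO than in any library labelled WT, which goes against the genotype named by the labels. The libraries are therefore called labelled WT and labelled KO, and every direction given for them rests on labels that these 2 genes contradict.

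**Figure D1:**
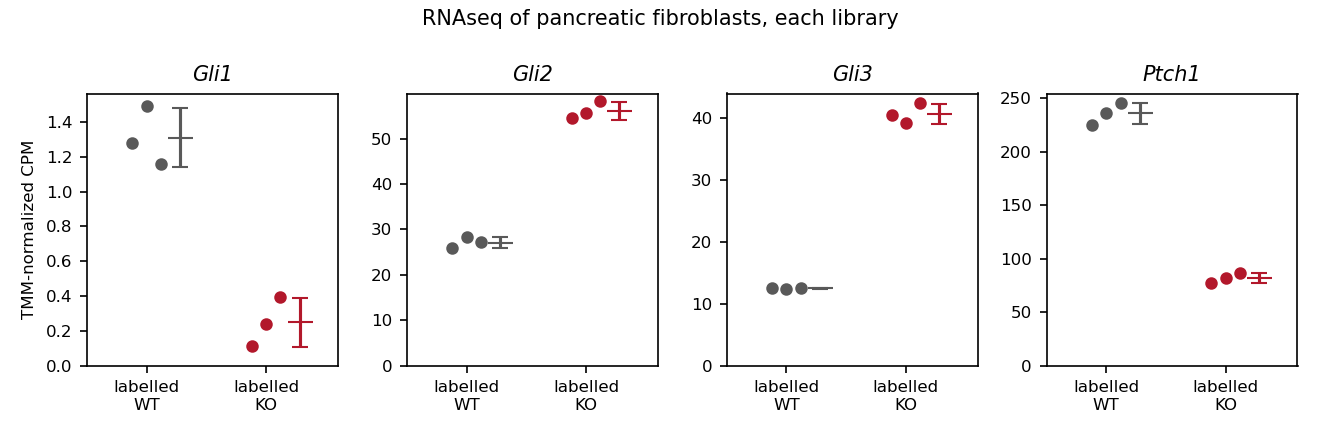
TMM-normalized CPM of Gli1, Gli2, Gli3 and Ptch1 on linear axes from 0, with 1 point for each library and the mean ± SD of the 3 libraries to its right. Gli2 averages 56.1 CPM in the libraries labelled KO and 27.1 CPM in those labelled WT, while Ptch1 averages 81.8 and 236 CPM.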

RNAseq analysis identified over 2,200 differentially expressed genes in *Gli2/Gli3* KO fibroblasts compared to WT fibroblasts (S1 Supplemental File). 

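Of the 14289 genes tested, 2531 were differentially expressed, 1660 higher and 871 lower in the libraries labelled KO, under labels that the Gli2 and Gli3 counts contradict. The fold limit moved this number most: without it, 8391 genes had an adjusted p under 0.05, 4277 higher and 4114 lower. Of the 2531 genes, 2504 had no overlap between the libraries of the 2 groups, and 64.3% of all tested genes had none, where chance gives 10%. The common biological coefficient of variation between wells was 3.74%, so that small differences between the groups pass the test.

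Among genes with at least 100 counts in every library of the higher group, the 5 with the largest fitted log2 fold change in each direction were taken, an order that is not reliable where a group is near 0 counts. Ptx3 (chromosome 3 from 66219910 to 66225805) had 2, 0 and 1 counts in the libraries labelled WT and 2336, 2776 and 2058 in those labelled KO. Against a floor of 3 counts, Ptx3 was at least 677-fold higher in the libraries labelled KO, Hcn4 at least 261-fold, Tmem108 at least 111-fold, Zfp422 at least 109-fold and Gpc3 at least 82.0-fold. These are lower bounds and do not rank the genes: Gpm6a was at least 85.9-fold higher, and Plagl1, which is above the floor in both groups, had a log2 fold change of 8.03, or 262-fold. In the other direction, Ahsg had 167, 161 and 130 counts in the libraries labelled WT and 0 in each library labelled KO, at least 52.2-fold lower. Dio3os was at least 71.5-fold lower in the libraries labelled KO. The integrin gene Itgb8 (chromosome 12 from 119158022 to 119238802) had a log2 fold change of -7.21 (standard error 0.11, adjusted p = 7.79e-14), with 1274, 1387 and 1436 counts in the libraries labelled WT and 7, 14 and 10 in those labelled KO. Cyp2d22, a member of a gene family whose reads the counting could have split, had a log2 fold change of -6.81 (standard error 0.20, adjusted p = 2.63e-11), with 374, 459 and 388 counts in the libraries labelled WT and 2, 8 and 2 in those labelled KO. That value rests on 1 library labelled KO: without the one with 8 counts, the group is at the floor and Cyp2d22 is at least 139-fold lower. Dio3 had a log2 fold change of -6.41 (standard error 0.25, adjusted p = 3.20e-10). The test behind these values is edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Exons of Tmem108 and Ahsg overlap annotated genes on the opposite strand, and whether the authors' counting used strand is not stated in the paper's text.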

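Of 110 genes of ECM components (collagens, laminins, fibrillins, proteoglycans and other matrix proteins), listed without use of these data, 87 had enough counts to be tested. Among the genes tested, 41 were differentially expressed, 25 higher and 16 lower in the libraries labelled KO, a labelling that Gli2 and Gli3 contradict. With p values adjusted over the list alone, 42 passed the same limits. The count moved most without the fold limit, to 68 genes. The basement membrane collagen genes Col4a3 and Col4a4, which lie side by side on chromosome 1, changed most upward. Col4a3 (chromosome 1 from 82586921 to 82722059) had 1, 2 and 1 counts in the libraries labelled WT and 213, 280 and 273 in those labelled KO, at least 73.0-fold higher, and part of its exons overlap a listed gene on the opposite strand. Col4a4 (chromosome 1 from 82448423 to 82586849) had 0.145 ± 0.0374 CPM in the libraries labelled WT and 12.2 ± 0.970 CPM in those labelled KO (SD, n = 3 each), a log2 fold change of 6.37 (standard error 0.17, adjusted p = 1.28e-11) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The laminin chain gene Lamb3 had a log2 fold change of 3.94 (standard error 0.08, adjusted p = 5.75e-13) from the same test. The largest decreases among the listed components were those of Lum, Col14a1 and Fbn2. Lum, which encodes the proteoglycan lumican, had 11.7 ± 0.571 CPM in the libraries labelled WT and 0.239 ± 0.0886 CPM in those labelled KO, a log2 fold change of -5.60 (standard error 0.16, adjusted p = 1.81e-11). For Col14a1 the log2 fold change was -4.65 (standard error 0.16, adjusted p = 1.27e-10). Fbn2 varied more between wells, with 31, 61 and 81 counts in the libraries labelled WT and 6, 6 and 13 in those labelled KO, and its log2 fold change was -2.95 (standard error 0.42, adjusted p = 5.25e-05).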

When we filtered the data for membrane-bound and secreted factors [61], we detected a number of differentially expressed ECM components and receptors (S7A and S7B Fig), consistent with the impaired ECM deposition we observe following the loss of *Gli2* and *Gli3 in vivo* (cf. Fig 2C). Further, we detected several cytokines that are upregulated in *Gli2/Gli3* KO fibroblasts (Figs 6A and S7A). Specifically, *Ccl5* and *Cxcl10*, two genes encoding T cell and NK cell chemoattractants [62–64], are increased in *Gli2/Gli3* KO fibroblasts (Fig 6A). 

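A list of 81 chemokine, interleukin and related cytokine genes was made without use of these data, and 32 of them had enough counts to be tested. Of these, 13 were differentially expressed, 7 higher and 6 lower in the libraries labelled KO. Adjusted over the list alone, 13 passed. These directions rest on labels that the Gli2 and Gli3 counts contradict. Many of these genes had few counts: where at least 10 counts were required in every library, 8 listed genes passed, and without the fold limit 20 did. Ccl11 (chromosome 11 from 82057823 to 82062955), which encodes an eosinophil chemoattractant, had 31, 35 and 23 counts in the libraries labelled WT and 3, 9 and 7 in those labelled KO, or 0.919 ± 0.174 and 0.171 ± 0.0746 CPM (SD, n = 3 each). Its log2 fold change was -2.39 (standard error 0.33, adjusted p = 4.55e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ctf1, which encodes a cytokine of the interleukin 6 family, changed the other way, with a log2 fold change of 1.28 (standard error 0.15, adjusted p = 8.19e-06) from the same test.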

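Ccl5 (chromosome 11 from 83525778 to 83530518) had 32, 41 and 31 counts in the libraries labelled WT and 0, 2 and 2 in those labelled KO. All 3 libraries labelled KO lie at or under the floor of 3 counts, so that Ccl5 was at least 11.8-fold lower in them (adjusted p = 1.11e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cxcl10 (chromosome 5 from 92346638 to 92348889) had 57, 30 and 26 counts in the libraries labelled WT and 9, 13 and 12 in those labelled KO, or 1.18 ± 0.559 and 0.310 ± 0.0547 CPM (SD, n = 3 each). Its log2 fold change was -1.91 (standard error 0.36, adjusted p = 5.63e-04) from the same test, and it stayed between -2.11 and -1.46 with each library left out in turn. Both genes thus had more counts in every library labelled WT than in any labelled KO, with the caution that Gli2 and Gli3 go against these labels. At these depths both genes are at around 1 CPM in the higher group, and the wells labelled WT differ in Cxcl10 by more than those labelled KO. A short part of the Cxcl10 exons overlaps Art3 on the opposite strand. From the changes in cytokine expression, the paper proposes a link to the decrease in macrophages and the increase in T cells it observes in vivo.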

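Il6 (chromosome 5 from 30013114 to 30019981) had 84, 106 and 98 counts in the libraries labelled WT and 150, 177 and 117 in those labelled KO, or 2.97 ± 0.256 and 4.01 ± 0.402 CPM (SD, n = 3 each). The log2 fold change of Il6 was 0.44 (standard error 0.12, adjusted p = 0.00759) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is under the 1.5-fold limit. It kept an adjusted p under 0.05 with each library left out in turn, the highest being 0.0376. Il11 (chromosome 7 from 4772373 to 4782859) had 6, 2 and 7 counts in the libraries labelled WT and 23, 20 and 20 in those labelled KO, or 0.157 ± 0.0853 and 0.578 ± 0.0879 CPM, a log2 fold change of 1.86 (standard error 0.38, adjusted p = 0.00107) from the same test. Both genes were lower in the libraries labelled WT, which also had fewer Gli2 and Gli3 counts, against the genotype named by the labels.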

Further, two myeloid-modulating cytokines, *Il6* and *Il11*, [65,66] are reduced in *Gli2/Gli3* KO fibroblasts (Fig 6A). We validated these changes in cytokine expression by qPCR (Fig 6B). To determine if these transcriptional changes in *Gli2/Gli3* KO fibroblasts are maintained *in vivo*, we analyzed cytokine expression in *KF;Gli2/Gli3* cKO mice by RNAscope. While *Il6* expression in fibroblasts is heterogeneous (as expected from previous work [67]), we detected PDPN+ fibroblasts with high *Il6* expression in our *KF;Gli2/Gli3* WT mice (Fig 6C and 6D). In contrast, no PDPN+ fibroblasts with high *Il6* expression were detected in *KF;Gli2/Gli3* cKO mice (Fig 6C and 6D), indicating that *Gli2* and *Gli3* deletion restricts *Il6* expression *in vivo*.

**Fig 6:**
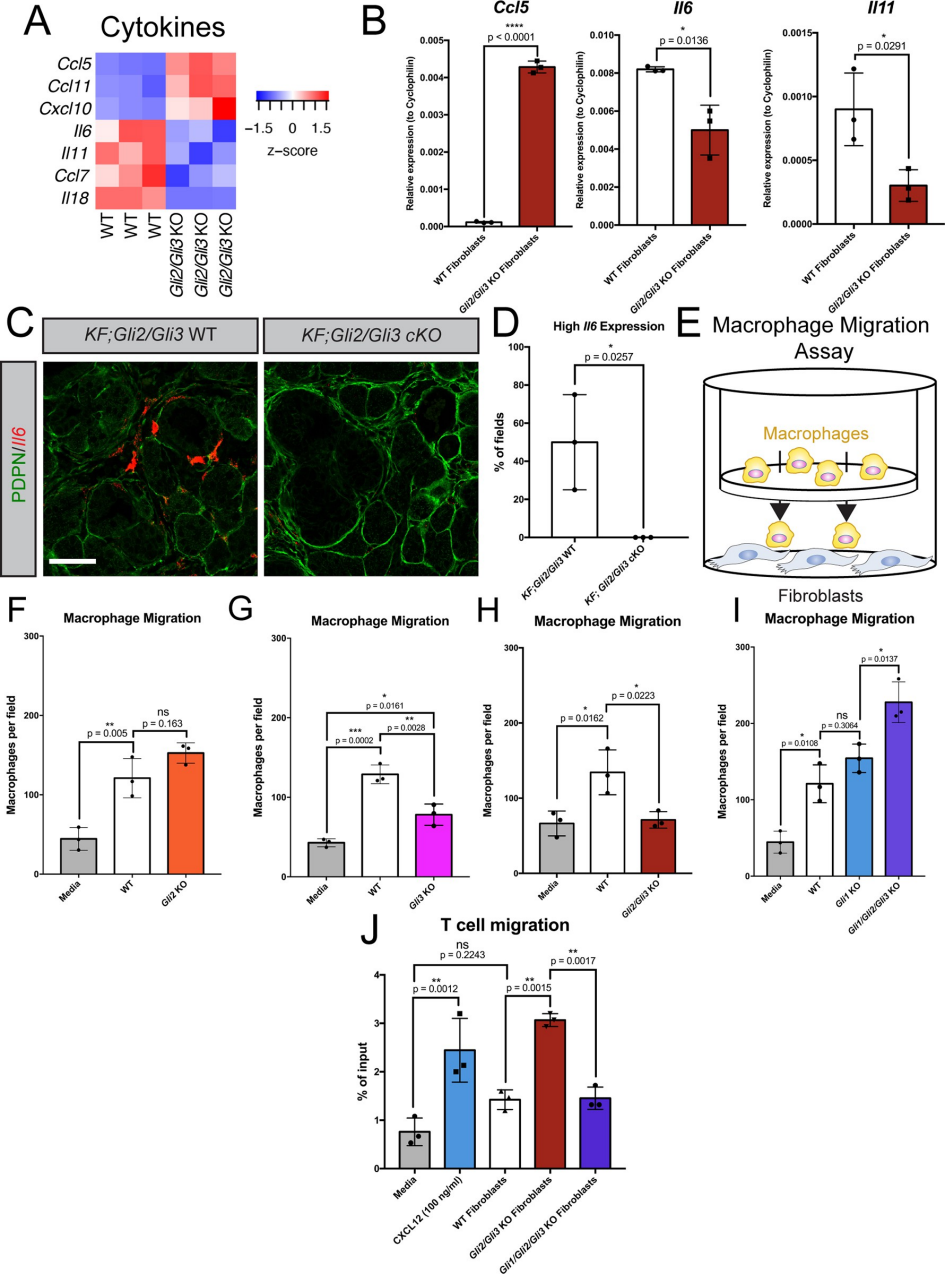
*Gli1*-3 in fibroblasts directly control macrophage and T cell migration. **A**) Differential expression of cytokines in *Gli2/Gli3* WT and *Gli2/Gli3* KO fibroblasts, as determined by RNA sequencing. **B**) qPCR analysis of *Ccl5* (left) and *Il6* (center) and *Il11* (right) in *Gli2/Gli3* WT and *Gli2/Gli3* KO fibroblasts. **C**) *Il6* expression (red) by fibroblasts (PDPN, green) in *KF;Gli2/Gli3* WT and *KF;Gli2/Gli3* cKO mice, as determined by RNAscope. Scale bar = 50 μm **D**) Quantification of high *Il6-*expressing fields of view in in *KF;Gli2/Gli3* WT and *KF;Gli2/Gli3* cKO mice (n = 3 for each genotype). High *Il6* expression defined as an integrated density value (for the *Il6* probe channel) >2300000. P-values for (**B**) and (**D**) determined by un-paired T test. **E**) Cartoon depicting macrophage migration assay experimental strategy. Macrophages and *Gli* KO fibroblasts are separated by an 8μm pore transwell membrane, and macrophages are allowed to migrate through the membrane for 12h. (**F-I**) Quantitation of macrophage migration following co-culture with WT fibroblasts (**F-I**), *Gli2* KO fibroblasts (**F**), *Gli3* KO fibroblasts (**G**), *Gli2/Gli3* KO fibroblasts (**H**), *Gli1 KO* fibroblasts (**I**), and *Gli1/Gli2/Gli3* KO fibroblasts (**I**). **J**) Quantitation of T cell migration following co-culture with WT, *Gli2/Gli3* KO, and *Gli1/Gli2/Gli3* KO fibroblasts. Recombinant CXCL12 (100 ng/ml) added to media was used as a positive control. P-values for (**F-J**) were determined by ordinary one-way ANOVA with Tukey’s multiple comparison test.

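All 7 cytokine genes of Fig 6A were tested in the RNAseq data, and each had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both over all genes and adjusted over the list alone. The paper chose this list on these libraries, so the count over the list is not independent evidence. With the 1.5-fold limit 5 of the 7 passed, 2 higher and 3 lower in the libraries labelled KO. Where at least 10 counts were required in every library, 1 passed, because Ccl5, Ccl11, Cxcl10 and Il11 were no longer tested. Ccl7 had 13.4 ± 1.38 CPM in the libraries labelled WT and 19.3 ± 2.44 CPM in those labelled KO (SD, n = 3 each), a log2 fold change of 0.53 (standard error 0.09, adjusted p = 3.40e-04). That is just under the fold limit, and leaving out 1 library labelled WT (0.59) or 1 labelled KO (0.60) put it past the limit. Il18 (chromosome 9 from 50554827 to 50581840) had 1.42 ± 0.0331 CPM in the libraries labelled WT and 9.04 ± 0.966 CPM in those labelled KO, a log2 fold change of 2.67 (standard error 0.12, adjusted p = 1.70e-09). The Gli2 and Gli3 counts contradict the labels behind these directions.

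**Figure D2:**
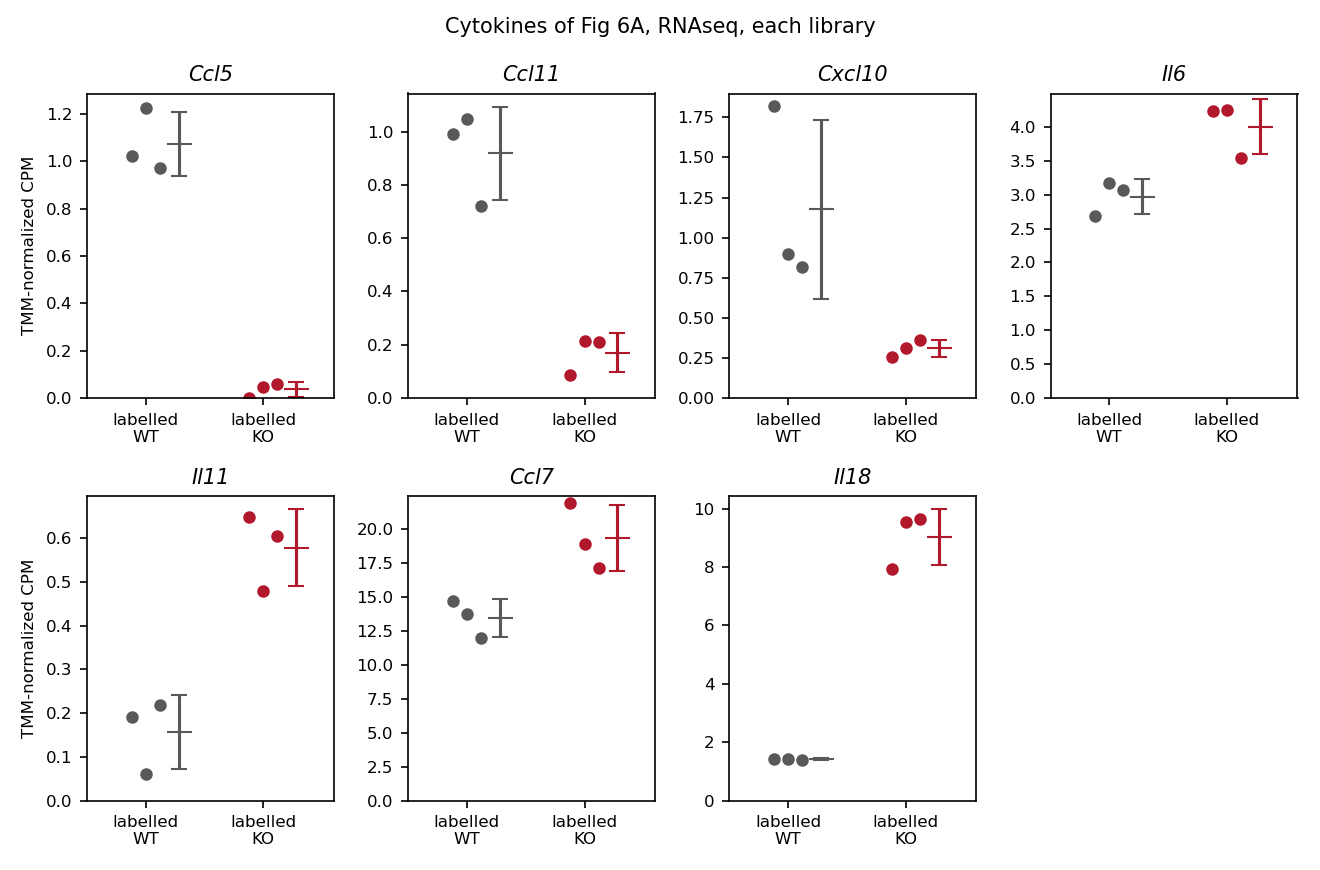
TMM-normalized CPM of the 7 cytokine genes on linear axes from 0, each with its own scale, with 1 point for each library and the mean ± SD of the 3 libraries to its right. Ccl5, Ccl11 and Cxcl10 lie higher in the libraries labelled WT, and Il6, Il11, Ccl7 and Il18 in those labelled KO.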

Although these changes cytokine expression are consistent with the decrease in macrophages and increase in T cells observed *in vivo*, it remained unclear whether *Gli2/Gli3* deletion in fibroblasts impacted the function of these immune cells directly. To investigate the interaction between fibroblasts and macrophages mechanistically, we performed macrophage migration assays [68], in which macrophages were placed above fibroblasts on a transwell membrane, and allowed to migrate for 12 hours (Fig 6E). WT fibroblasts consistently promote macrophage migration compared to media alone (Fig 6F–6I). Loss of *Gli2* alone does not affect macrophage migration (Fig 6F), while loss of *Gli3* alone leads to a partial reduction of macrophage migration (Fig 6G). In contrast, *Gli2/Gli3* KO fibroblasts reduce macrophage migration to near baseline levels (Fig 6H). This reduction in macrophage migration is consistent across multiple macrophage phenotypes, including M0, M1, M2, and TAMs (S7C Fig). Interestingly, *Gli1/Gli2/Gli3* KO fibroblasts promote macrophage migration to a significantly greater degree than either WT or *Gli1* KO parental line control fibroblasts (Fig 6I). These data are consistent with what we observe *in vivo* (cf. Fig 4G), indicating that the increase in macrophage infiltration in *KF;Gli1/Gli2/Gli3* KO mice is directly due to the loss of *Gli1/Gli2/Gli3* in fibroblasts. Further, these *Gli*-dependent effects on macrophages are mediated by secreted factors, as conditioned media from WT and *Gli* KO fibroblasts recapitulate the effects observed in fibroblast co-culture experiments (S7D Fig). Together, our data indicate that *Gli*-mediated cytokine expression directly regulates macrophage infiltration in PDA.

To determine if this effect is conserved in human fibroblasts, we performed macrophage migration assays with human pancreatic stellate cells (hPSCs) [7]. We confirmed that hPSCs are HH-responsive, and upregulate the HH target genes *GLI1* and *PTCH1* in response to HH stimulation (S7E and S7F Fig). In addition, hPSCs promote macrophage migration to a similar degree as WT mouse fibroblasts (S7G Fig). Thus, human pancreatic fibroblasts are both HH-responsive and directly promote macrophage migration.

We next investigated the consequence of fibroblast-specific *Gli* deletion on T cells. We first evaluated whether *Gli* expression regulates T cell differentiation and polarization. Our *in vivo* data indicate that fibroblast-specific *Gli2/Gli3* deletion leads to a subtle (and not statistically significant) increase in regulatory T cells (Tregs, S2H Fig). Since Tregs regulate immune suppression in PDA through cross-talk with fibroblasts [61], we investigated whether loss of *Gli* in fibroblasts impacts Treg differentiation. While T cells co-cultured with *Gli2/Gli3* KO fibroblasts do not significantly increase expression of the Treg marker *Foxp3*, T cells co-cultured with *Gli1/Gli2/Gli3* KO fibroblasts do significantly upregulate *Foxp3* (S8A Fig). These data are consistent with the notion that *Gli1/Gli2/Gli3* KO fibroblasts promote immune suppression, as suggested by enhanced macrophage infiltration both *in vitro* and *in vivo* (Figs 4G and 6I). Notably, the expression of functional Treg markers associated with an immunosuppressive phenotype (including *Il10* and *Tgfb*) is not significantly altered across our different *Gli* KO fibroblast lines (S8B and S8C Fig). These data indicate that fibroblasts regulate T cell differentiation into Tregs in a GLI-dependent fashion, but do not affect the gene expression pattern of established Tregs.

To determine if the loss of *Gli* in fibroblasts directly regulates T cell infiltration, we performed transwell T cell migration assays with our *Gli* KO fibroblast lines. While WT fibroblasts do not impact T cell migration, *Gli2/Gli3* KO fibroblasts promote T cell migration to the same degree as a potent T cell chemoattractant, CXCL12 (SDF1α) (Fig 6J). In contrast, *Gli1/Gli2/Gli3* KO fibroblasts do not promote T cell migration, as the degree of migration is comparable to media alone (Fig 6J). Together, these data corroborate the phenotypes we observe *in vivo*, and reveal that fibroblasts directly regulate the migration of both macrophages and T cells through GLI-dependent expression of cytokines.

## Discussion

In this study, we investigated the individual and combined roles of *Gli1-3* throughout PDA progression. We determined that *Gli1-3* are expressed by fibroblasts in the healthy pancreas, and that expression of all *Glis* expands in PanIN and PDA stages of disease. Through a combination of genetic mouse models and *ex vivo* approaches, we found that GLIs direct the fibroinflammatory response during PanIN progression and in PDA (Fig 7). Reducing *Gli* activity through loss of *Gli2* and *Gli3* decreases collagen and reduces the infiltration of immunosuppressive myeloid cells, and at the same time promotes T cell infiltration. In a PDA transplantation model, where T cells are absent in the host, we observe an increase in NK cell infiltration, that in turn reduces tumor growth. However, a baseline level of *Gli* activity is necessary, as deleting all three *Glis* leads to a dramatic loss of pancreas tissue, an increase in macrophage infiltration, sustained T cell exclusion, and enhanced tumor growth. Together, these data demonstrate that differing levels of *Gli* activity have opposing functions throughout PDA progression, and that *Gli*-driven changes in immune infiltration determine tumor growth.

**Fig 7:**
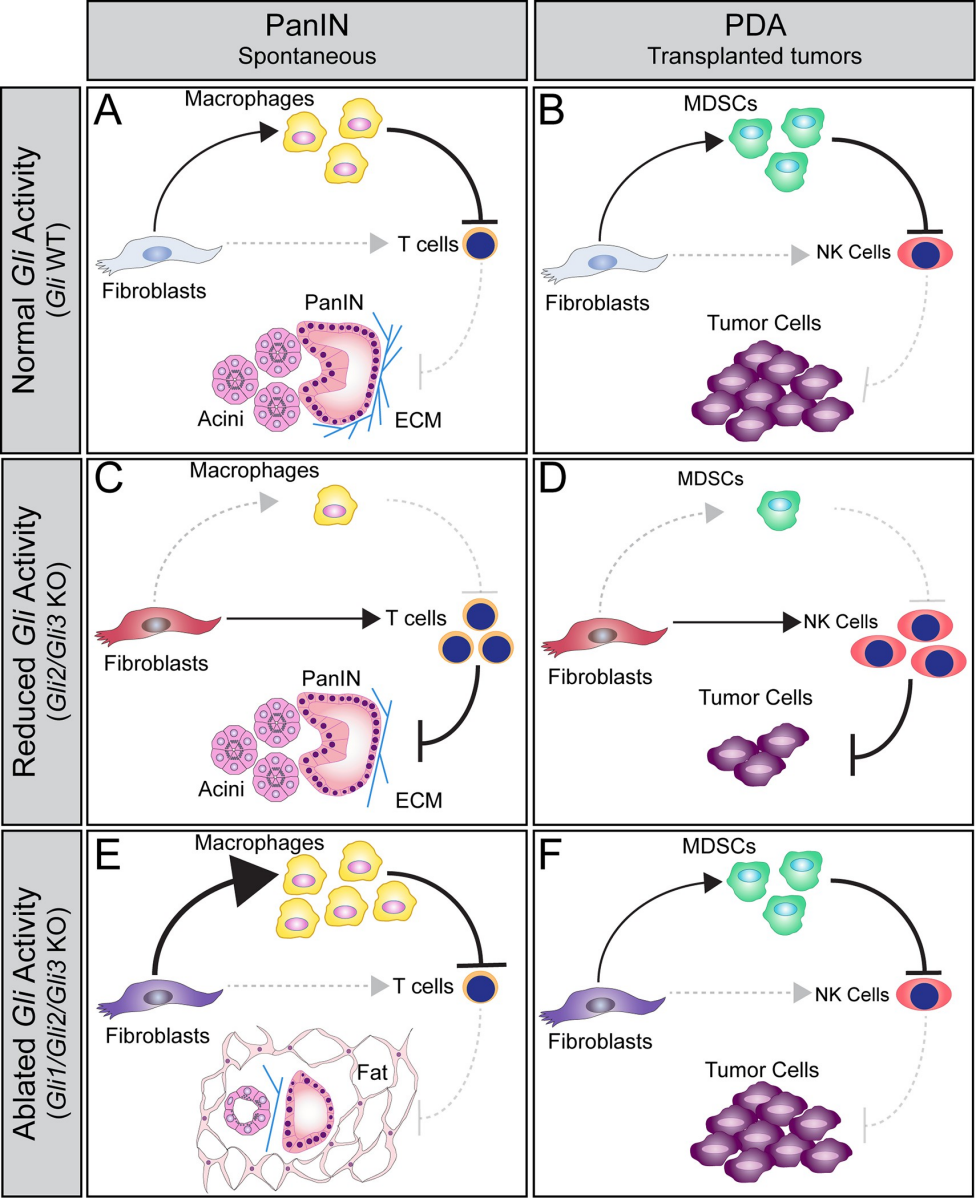
Model of GLI function during PDA progression. (**A-B**) *Gli*-expressing fibroblasts directly promote the recruitment of macrophages and MDSCs (**A,B**, top) at PanIN and PDA stages, respectively. These myeloid cells suppress T cells and NK cells (**A,B**, right), facilitating disease progression. (**C-D**) *Gli2* and *Gli3* deletion in fibroblasts directly reduces the recruitment of myeloid cells, and directly promotes T cell and NK cell infiltration (**C,D**, right). Loss of *Gli2* and *Gli3* also decreases collagen deposition and slows tumor growth (**C,D**, bottom). However, when all three *Glis* are deleted (**E**, **F**), fibroblasts have an enhanced ability to recruit macrophages (**E**, top) and a sustained ability to recruit MDSCs (**F**, top), leading to T cell and NK cell exclusion (**E,F**, right). Thus, *Gli1/Gli2/Gli3* KO fibroblasts support tumor growth (**F**, bottom). Interestingly, loss of *Gli1/Gli2/Gli3* also leads to the loss of pancreas tissue and an accumulation of fat at PanIN stages (**E**, bottom), indicating that a baseline level of GLI activity is necessary to maintain pancreas integrity.

### Tumor-supporting and tumor-restricting roles for HH in PDA

Unraveling the role of HH signaling in PDA has proven challenging, as reports have described contradictory roles for the pathway in pancreatic cancer [15,18–20]. However, these seemingly conflicting findings may be an accurate reflection of the complicated and nuanced biology at play in this disease. Our data support a model in which reduced HH signaling promotes tumor growth, while total ablation of HH pathway activity reduces it. Subtle differences in how the pathway is manipulated alters the levels of HH signaling, and tip the scales towards tumor-promoting or tumor-restricting effects.

Our data provide evidence that the activity of multiple transcription factors regulate PDA progression, a theme that has been seen at all levels of the HH signaling pathway. For example, multiple HH ligands (*Shh* and *Ihh*) are expressed in PDA [19,28,35], and while loss of a single ligand promotes tumor growth [19,20], the absence of both *Ihh* and *Shh* reduces tumor growth [35]. Importantly, this decrease in tumor growth is only seen in a HH-sensitized model (when host mice lack one copy of *Gli1*), further demonstrating that severe inhibition of HH, not slight reduction, is necessary to reduce tumor growth. Similarly, multiple HH co-receptors (*Gas1*, *Boc*, *Cdon*) regulate pancreatic tumor growth [18]. While loss of two receptors (*Gas1* and *Boc*) promote tumor growth, deleting all three co-receptors reduces tumor growth [18]. These patterns of tumor growth in *Gas*^*-/-*^*;Boc*^*-/-*^ and *Gas1*^*-/-*^*;Boc*^*-/-*^*;Cdon*^*-/-*^ tumors also coincide with increased and decreased vasculature, respectively, indicating that subtle differences in HH signaling levels impact multiple compartments within the TME. Together, these data from throughout the pathway indicate that slight reduction of HH signaling promotes disease progression, while severe inhibition restrains it.

Taken alone, the reduction of tumor growth following severe inhibition of HH signaling would indicate that HH solely supports tumor growth. However, our data also indicate that activation of HH can be protective. Loss of GLI repressor (via *Gli3* deletion) reduces the migration of macrophages and decreases tumor growth, demonstrating that HH activation can antagonize PDA. This finding is consistent with previous work, in which pharmacological activation of HH signaling via Smoothened agonist (SAG21k) led to decreased proliferation/abundance of PanIN lesions [20]. Thus, HH has the ability to both promote and restrict tumor growth, and the net effect depends on the levels of HH pathway activity.

Beyond the importance of signaling levels, HH pathway components have functions outside of canonical signal transduction. While the primary role of GLIs is to regulate levels of HH signaling, growing evidence indicates that GLIs also influence PDA through HH-independent mechanisms. Although the canonical HH response is restricted to fibroblasts, tumor cells can aberrantly activate GLIs. Non-canonical upregulation of GLI2 causes tumor cells to adopt a more basal subtype, leading to an increase in mesenchymal markers and a decrease in epithelial markers [69]. This finding is consistent with previous work from our group, where ectopic expression of constitutively active GLI2 drove the formation of undifferentiated tumors [70]. Conversely, antagonizing GLI targets in tumor cells either by knocking down *Gli1* [41] or over-expressing a constitutive GLI3 repressor [71] increases tumor cell death and reduces colony formation. Thus, GLI activity can promote tumor growth in epithelial cells in a cell-autonomous, HH-independent manner.

While aberrant upregulation of GLI promotes tumor cell growth, our single-cell and laser capture RNA sequencing analysis indicate that GLIs are predominantly expressed in the stroma. Therefore, in this study we focused our attention on the role of GLI1-3 in the stroma. However, even within the stroma there are non-canonical functions for HH pathway components. For example, genetic deletion of *Smo* in pancreatic fibroblasts eliminates the HH-response, but leads to the aberrant activation of AKT [72,73]. AKT is then able to stabilize GLI2 in fibroblasts, which in turn promotes epithelial cell growth via TGF-α secretion [72]. These HH-independent roles for GLIs open up the possibility that the phenotypes we observe in *Gli* KO fibroblasts could be due to a combination of both canonical as well as non-canonical GLI functions. Exploring this possibility requires a deeper investigation into GLI targets in PDA.

Here we describe the coordinated roles of all three GLIs *in vivo* within the context of PDA progression. Our data demonstrate that manipulating GLI has both tumor-promoting and tumor-restricting effects, depending on their combinatorial activity. However, the transcriptional mechanisms driving these different phenotypes remain unclear. 

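With camera, which compares a set with the other genes, no shift of the listed ECM sets in 1 direction was found. A camera test with a preset inter-gene correlation of 0.01 on log2 CPM gave an adjusted p of 0.538 for ECM components, 0.676 for ECM receptors (Benjamini-Hochberg over these 2 sets) and 0.261 for collagens (over 7 other sets), since members went both ways. Of 32 collagen genes tested, 9 were higher and 4 lower in the libraries labelled KO. Of 32 interferon-stimulated genes tested, a list that holds no cytokine, 20 were differentially expressed, 17 lower and 3 higher in the libraries labelled KO, and the set was lower in them with an adjusted p of 9.71e-06 from camera. Fry asks whether a set shifted up or down on average, without comparison to other genes, so a shift of the ECM sets by themselves is not excluded. Under fry the adjusted p was 8.22e-05 for ECM components, 8.22e-05 for ECM receptors, 0.00225 for collagens and 0.00497 for interferon-stimulated genes. With the correlation estimated from the 6 libraries it was 0.741, 0.741, 0.634 and 0.609 for the same sets. Iigp1, Ifi44 and Oas2 changed most among the interferon-stimulated genes. Oas2 had 188, 111 and 341 counts in the libraries labelled WT and 20, 43 and 17 in those labelled KO, and its log2 fold change was -3.19 (standard error 0.43, adjusted p = 3.41e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Those of Iigp1 and Ifi44 were -4.71 and -3.53. These 3 genes belong to families with close relatives, whose reads the counting could have split, and the directions rest on labels that Gli2 and Gli3 contradict.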

Our RNA sequencing analysis of *Gli2/Gli3* KO fibroblasts indicates that the coordinated activity of GLI2 and GLI3 drive a transcriptional program that shapes the extracellular and immune landscape of PDA. Further, pervious work has identified a number of transcriptional targets of GLI1 in pancreatic fibroblasts, including *Il6*, *Il8*, *Mcp-1*, *M-csf* [39,48]. However, the degree of overlap between GLI1, GLI2, and GLI3 transcriptional targets in PDA is still unknown. In addition, it is possible that GLI target genes may change at different stages of disease progression. Fortunately, the development of ChIP-capable tags on endogenous *Gli* alleles (e.g., 3x*Flag-Gli3*) [74] provides an opportunity to define GLI target genes *in vivo*. Future studies could utilize ChIP-capable GLI1-3 proteins to define shared and unique GLI target genes, and evaluate how GLI-driven transcriptional programs change throughout PDA progression. Building out this transcriptional roadmap could help identify the HH targets responsible for driving tumor-promoting versus tumor-restricting programs in PDA, opening up new, more targeted avenues for potential therapies.

### Hedgehog-Immune crosstalk

Fibroblasts play a crucial role in regulating immune infiltration in PDA, and are essential in driving immune-suppression [13,14,61]. Further, growing evidence supports the notion that HH signaling regulates immune infiltration in pancreatic cancer. Prior work has demonstrated that *Gli1* drives the expression of immune-modulatory cytokines [39,48]. More recently, pharmacological inhibition of SMO (via LDE225) in tumor-bearing mice was shown to increase the recruitment of immunosuppressive macrophages and decrease the relative proportion of cytotoxic T cells [35]. Our data confirms that disrupting HH signaling dramatically alters immune infiltration in the context of PDA progression. However, combined loss of *Gli2* and *Gli3* decreases the recruitment immunosuppressive macrophages and increases the recruitment of cytotoxic T cells. At first glance these results seem surprising, as both LDE225-treated and *Gli2/Gli3* KO fibroblasts do not respond to HH. This discrepancy raises the question: why does SMO inhibition and *Gli* deletion drive such divergent immune phenotypes?

One essential difference between these two experimental systems is the combinatorial activity of the GLIs. Although *Gli2/Gli3* KO pancreatic fibroblasts do not upregulate target genes following HH stimulation, we found that a baseline level of *Gli1* expression is maintained in these cells. As a result, some GLI target genes could still be bound by this baseline level of GLI-activator in the absence of *Gli2* and *Gli3*. In contrast, LDE225 treatment effectively eliminates *Gli1* expression in pancreatic fibroblasts [35], leading to a fully “HH Off” state. Thus, genetic loss of *Gli2* and *Gli3* represents a different level of HH pathway activity compared to LDE225-treated pancreatic fibroblasts. Given the evidence that different levels of HH activity drive radically different phenotypes in PDA [18], it is not surprising that we see distinct immune phenotypes between *Gli2/Gli3* cKO and LDE225-treated mice. Notably, when we eliminate all three *Glis*, we observe patterns of immune infiltration that are more consistent with LDE225 treatment, presumably due to the elimination of redundant GLI-activator.

Beyond the compensatory actions of GLI-activators, *Gli2/Gli3* KO fibroblasts fundamentally differ from LDE225-treated cells due to the loss of *Gli3*. We see in our system that loss of *Gli3* alone is sufficient to partially reduce the migration of macrophages. This indicates that in the context of PDA progression, de-repression of GLI target genes is an important force in regulating immune infiltration. In our *Gli2/Gli3* KO fibroblasts, the absence of a repressor combined with the presence of an activator (GLI1) has the potential to drive substantial transcriptional activity, even in the absence of a HH response. Together, these data emphasize the importance of combinatorial GLI activity in regulating disease progression, and reveal how subtle differences in HH transcriptional activity can dramatically shape the immune landscape of PDA. These findings also provide further rationale for defining GLI-activator versus GLI-repressor transcriptional targets throughout PDA progression.

In addition to demonstrating the differences between pharmacological and genetic manipulation of HH signaling, these studies reveal how the role of HH in regulating immune infiltration changes at different stages of disease. In the present study, *Gli* was deleted in fibroblasts prior to the formation of PanIN lesions (KF mice) or before exposure to tumor cells (tumor implantation experiments). Therefore, our data reveal how the immune landscape of PDA develops in the absence of normal HH activity. In contrast, pharmacological inhibition in tumor-bearing mice demonstrate the impact of removing HH signaling from an established disease [35]. Prior research has demonstrated that disrupting HH signaling in fibroblasts has different consequences on PDA progression depending on the stage of disease studied [48,75]. It is therefore likely that the role of HH on the immune system also evolves throughout PDA progression, and that some of the differences we observe reflect a shift in HH’s role. Fortunately, the inducible nature of the *KF; Pdgfrα*^*CreER-T2*^*;Gli2*^*fl/fl*^; *Gli3*^*fl/fl*^ mouse model could be leveraged to delete *Gli* after the formation of PanIN lesions, directly testing the role of *Gli* in established pancreatic disease. Thus, this experimental system provides new opportunities to evaluate the role of HH signaling at multiple stages of PDA.

Although our study provides new insight into *Gli*-mediated regulation of immune infiltration in PDA, many open questions remain. One outstanding question is how GLIs regulate the balance of CAF subtypes in PDA. A growing body of work is revealing the heterogeneity of pancreatic fibroblasts, and demonstrating that different populations have distinct roles in the context of pancreatic cancer [23,67,76,77]. Further, pharmacological inhibition of HH changes the balance of inflammatory CAFs (iCAFs) and myofibroblastic CAFs (myCAFs) *in vivo*, resulting in a more immunosuppressive microenvironment [35]. Given the ability of GLIs to fine-tune HH responses in pancreatic fibroblasts, a natural next question is how different GLIs influence the relative proportion of CAFs in PDA. Our expression analysis *in vitro* and *in vivo* demonstrates that loss of *Gli2/Gli3* reduces *Il6* expression, a key marker of iCAFs. A reduction in iCAFs would be consistent with the reduction in immunosuppressive immune cells that we observe *in vivo*. However, more in-depth analysis will be necessary to explore the potential connections between GLIs and fibroblast heterogeneity.

Overall, our data indicate that all three GLIs play a central role in PDA progression. The reduction in immunosuppression following *Gli2/Gli3* deletion warrants further exploration into the transcriptional networks downstream of *Gli*. Identifying and targeting these mechanisms of immunosuppression could provide new avenues for future therapies, potentially enhancing the efficacy of immunotherapy in this challenging disease.

## Materials and methods

### Ethics statement

All experiments performed in this study were approved by the University of Michigan Institutional Animal Care and Use Committee (IACUC), the University of Michigan Institutional Biosafety Committee (IBC), and the University of Michigan Institutional Review Boards (IRB).

### Laser-capture microdissection and RNA sequencing (LCM-RNAseq)

LCM-RNAseq was performed and analyzed by Maurer and colleagues [40]. Briefly, samples underwent laser capture microdissection using a PALM MicroBeam microscope (Zeiss). RNA libraries were generated using the Obation RNAseq System V2 kit (NuGEN), and sequenced to a depth of 30 million, 100 bp, single-end reads.

### Single-cell RNA sequencing (scRNAseq)

scRNAseq data were generated and processed as previously described [42]. Briefly, processed data were normalized using the Seurat (V4) [78] pipeline in R with a scale factor of 10,000 and the LogNormalize normalization method. Variable genes were identified using FindVariableFeatures. Data were scaled and centered using linear regression and principal component analysis (PCA) was run with the RunPCA function using the defined variable genes. Genes in the HH pathway were displayed as a Dot Plot analysis.

### X-gal staining

Pancreata were dissected in chilled 1x PBS (pH 7.4). Tissue samples were collected for RNA isolation and histology, and the remaining tissue was fixed (4% PFA) on ice for 1h. Pancreata were washed 3x5min in PBS and transferred to a PBS+30% sucrose solution overnight at 4°C. The next day, half of the 30% sucrose was removed and replaced with OCT embedding medium, and placed on a rocker at 4°C for 1h. This process was repeated twice, and then the tissue was transferred to 100% OCT for 1h. Tissues were embedded in OCT and sectioned on a Leica CM1950 cryostat (12μm sections). β-Galactosidase activity was detected with X-gal staining solution [5 mM K3Fe(CN)6, 5 mM K4Fe(CN)6, 2 mM MgCl2, 0.01% Na deoxycholate, 0.02% NP-40, 1 mg/ml X-gal] and stained for 2 – 36h at 37°C. After staining, the sections were washed 3x5min in PBS and counterstained with Nuclear Fast Red for 5min. Sections were dehydrated 70% ethanol, 95% ethanol, 100% ethanol and 100% xylene) and mounted with coverslips using Permount Mounting Medium (Thermo Fisher Scientific).

### Immunofluorescence

Tissues were dissected/processed as described above. Frozen sections were warmed to room temperature (RT), then baked at 60°C for 10min. Sections were washed 3x5min in PBS and blocked in blocking buffer [3% bovine serum albumin, 1% heat-inactivated sheep serum, 0.1% Triton X-100 in PBS] for 1h at RT. Paraffin sections were rehydrated (100% xylene, 100% ethanol, 95% ethanol, DI water) and underwent citric acid antigen retrieval (Vector Laboratories, H-3300) for 10min at 92°C. Paraffin sections were washed 3x5min with DI water, 3x5min with PBS, and blocked for 1h at RT in PBS+1% BSA. All sections were incubated with primary antibodies overnight at 4°C in a humidified chamber. Primary antibodies are listed in S1 Table. Secondary antibodies were diluted in blocking buffer and incubated for 1h at RT, followed by 3x5min washes in PBS. All secondary antibodies were used at a 1:500 dilution. Nuclei were labeled with DAPI for 10min at RT. Slides were mounted with coverslips using Immu-mount aqueous mounting medium (for frozen sections) or Permount Mounting Medium (for paraffin sections). Sections were visualized on a Leica SP5X upright confocal or a Nikon E800 epifluorescent microscope. For quantitation, 3–5 fields of view were imaged per section and analyzed using FIJI (version 2.0.0-rc-69/1.52p).

### Subcutaneous tumor growth assays

1 x 10^5^ 7940b tumor cells were mixed with 5 x 10^5^ fibroblasts, resuspended in a 50:50 mix of serum-free media [DMEM+1% Pen/Step] and Matrigel (Corning 354234). Two fibroblast clones (in equal numbers) were used in each injection to reduce the impact of clonal variability. Cells were injected subcutaneously into the flanks of NU/J mice (Jackson Laboratory Stock No: 002019). Tumors were measured every other day with calipers, and animals were sacrificed after 10 days. For NK cell depletion experiments, 10μl of anti-asialo GM1 (Wako 986–10001) or an equivalent volume of normal Rabbit IgG control (R&D AB-105-C) was diluted 1:10 in sterile PBS and injected intraperitoneally. Injections were given 24h before tumor implantation, on the day of tumor implantation, and once every three days for the remainder of the experiment.

### Flow cytometry

Single-cell suspensions of tissue were prepared as previously described [79]. Flow cytometry was performed either on a BioRad Ze5 Analyzer or a MoFLo Astrios cell sorter, and data were analyzed with FlowJo v10 Software. Values for all flow cytometry data displayed as a percentage of total cells. Antibodies used for flow cytometry are listed in S2 Table.

### Histology

Tissue samples were fixed in 10% neutral buffered formalin (Thermo Fisher 245–685) overnight at RT. Samples were washed 3x5min in PBS, moved to 70% ethanol, and then processed for paraffin embedding. 5μm sections were collected and used for histological analysis. Hematoxylin and eosin (H&E) and Gomori Trichrome stain were performed according to standard protocols.

### Macrophage migration assays

Bone marrow cells were isolated as described previously [80] and plated in a 50–50 mixture of complete media [DMEM F12 + 10% Calf Serum + 1% Pen/Step] and tumor cell (7940b) conditioned media. Cells were supplemented with 750μl of 50–50 media every other day for a total of 6 days. On day 5, 2.5 x 10^5^ total fibroblasts were plated into each well of a 12-well plate. Two fibroblast clones (in equal numbers) were used for all conditions. Once cells adhered to the plates (after 8h), the media was replaced with low (0.1%) serum media. On day 6, macrophages were removed from plates with 0.25% Trypsin-EDTA (Gibco 25200–056) and scraping, and resuspended in low serum media. 4 x 10^5^ macrophages were plated onto each transwell insert (8μm pore size, Thermo Scientific 140656) above fibroblast wells. After 12h, remaining macrophages were removed from the top of the transwells with a cotton swab, and the membranes were fixed (4% PFA) for 10min at RT, followed by 3x5 min PBS washes. Membranes were stained with DAPI for 10min at RT, washed 3x5 min in PBS, and removed from the transwells with a scalpel. Membranes were then mounted onto slides with Immu-mount aqueous mounting medium, coverslipped, and imaged as described above.

### T cell differentiation and migration assays

1 x 10^5^ total fibroblasts were plated into each well of a 24-well plate in complete media [DMEM + 10% CS + 1% Pen/Strep]. Two fibroblast clones (in equal numbers) were used for all conditions. 8 h later, the media was replaced with 1% serum media [DMEM + 1% CS + 1% Pen/Strep]. The next morning, single cell suspensions were made from the spleens of BL6 mice, and total T cells were isolated by MACS according to the manufacturer’s instructions (Miltenyi Biotec 130-042-401). T cells in suspension were bound by Biotin-conjugated anti-CD3 antibody (R&D BAM4841), and captured in a magnetic column with anti-Biotin microbeads. Isolated T cells were resuspended in 1% serum media and 2.5 x 10^5^ T cells were added to the top of each transwell. For differentiation assays, 0.4μm pore transwell membranes were used. For migration assays, 5μm pore transwell membranes were used. 100 ng/ml CXCL12 (SDF1α, R&D 460-SD-010) added to the bottom chamber was used as a positive control in migration assays. Plates were returned to the cell culture incubator under standard cell culture conditions for 6.5 h. At the end of differentiation assays, T cells were collected from the top chamber and lysed for RNA isolation (see below). At the end of migration assays, migrated T cells were collected from the bottom chamber, spun down, and counted with a hemocytometer.

### RNAscope

RNAscope was performed as described previously [81]. Briefly, paraffin sections were baked at 60°C for 1h, and then stored overnight at RT. Fluorescent RNAscope was performed according to the manufacturer’s protocol (ACD: 323100-USM). Samples underwent antigen retrieval for 15min, followed by a 12min protease digestion. TSA fluorophores (Akoya biosciences NEL744001KT and NEL745E001KT) were diluted 1:2000 in TSA dilution buffer. Following HRP blocking, slides were washed 3x5 min in PBS and blocked in 0.1% PBS-Tween20 + 5% Normal Donkey Serum for 1h at RT. Primary antibody incubation, secondary antibody incubation, and the subsequent processing, imaging, and quantitation was performed as described above.

### Western blot analysis

20μg of protein was separated on an SDS-polyacrylamide gel (5% GLI2, 7.5% GLI3) for 30min at 80V followed by 90min at 100V. Gels were transferred to an Immuno-Blot PVDF membrane (Bio-Rad; Cat #1620177), blocked with western blocking buffer (30g BSA, 2ml 10% NaN3, Q.S. 1L TBST) for 5min, and probed with antibody diluted in western blocking buffer. Membranes were washed for 3x5min in TBST and then probed with secondary antibody for 1h at RT. Membranes were then washed 12x5min at RT. Protein was detected by fluorescence, using ECL Primer Western Blotting Detection Reagents (RPN2232) developed on a Konica Minolta SRX-101A Medical Film Processor. All primary and secondary antibodies are listed in S3 and S4 Tables, respectively.

### Cell culture

All cell lines were maintained at 37°C and 5% CO_2_, and were kept in standard media (DMEM + 10% Calf Serum + 1% Pen/Strep) unless noted otherwise. The human pancreatic stellate cell (hPSC) line has been previously published [7], and was generously provided by C.A. Lyssiotis. Mouse fibroblast lines were established through the outgrowth method [82]. Briefly, pancreata were isolated from adult mice under sterile conditions. Pancreata were minced mechanically and digested for 15min at 37°C in 1 mg/ml collagenase (Sigma C9263, diluted in sterile Hank’s Balanced Salt Solution—HBSS). Standard media was added to inactivate the enzymatic digestion, and samples were passed through a 70μm cell strainer, resuspended in standard media, and plated onto tissue culture plates coated in 0.1% gelatin. Primary cells (less than 3 passages) were frozen and stored, and kept separate from immortalized lines. Following immortalization, fibroblasts were infected with adenovirus (Control: Ad5 CMV-eGFP and Lenti dsRed; cKO: Ad5 CMV-eGFP and Ad5 CMV-Cre) at an MOI of 500–2000. Successfully infected cells were isolated by flow cytometry and screened by qPCR and western blot for recombination efficacy. Cell lines were tested for mycoplasma before running experiments. For HH signaling assays, 5 x 10^5^ fibroblasts were plated in each well of a 6-well plate in standard media. 24h after plating, the media was replaced with low (0.1%) serum media. 24h later, the media was replaced with 1.5ml of low serum media + 600 nM of Smoothened agonist (SAG) or vehicle control (DMSO). 24h later, a supplemental dose of SAG/vehicle was added directly to each well to a final concentration of 600 nM. 24h later, the cells were lysed and analyzed for HH target gene expression.

### RNA isolation

Snap-frozen tissue samples were pre-treated with RNA*later*-ICE (Invitrogen AM7030) according to the manufacturer’s instructions. Tissue samples and bulk RNA sequencing samples were lysed in Buffer RLT + 1% BME and processed with the Qiagen RNeasy Mini Kit (Qiagen 74104) according to the manufacturer’s instructions. For all other applications, RNA isolation was performed using the PureLink RNA Mini Kit (Invitrogen 12183025) according to the manufacturer’s instructions. All samples were eluted in ultrapure water, and RNA quality was determined using a NanoDrop One (Thermo Scientific ND-ONE-W).

### qPCR

cDNA was generated from 0.5–2μg of RNA using the Applied Biosystems High Capacity cDNA Reverse Transcription Kit (Thermo Fisher 4368814) according to the manufacturer’s instructions. qPCR reactions were run using PowerUp SYBR Green Master Mix (Applied Biosystems A25742) and the primers listed in S5 Table in a StepOnePlus Real-time PCR System (Applied Biosystems 4376600). Gene expression was normalized to Cyclophilin unless stated otherwise. Relative expression was calculated using the 2(^−ddCT^) method.

### Animal models

All mice were housed in specific pathogen-free facilities at the University of Michigan. *Gli1*^*lacZ*^ [46], *Gli2*^*lacZ*^ [37], *Gli3*^*lacZ*^ [47], *Ptf1a*^*Cre*^ (*p48*^*Cre*^) [83], *Kras*^*LSL-G12D*^ [43], *Ptf1a*^*FlpO*^ (*p48*^*FlpO*^) [84], *Kras*^*FSF-G12D*^ [85], *Pdgfrα*^*CreERt2*^ [49], *Gli2*^*fl/fl*^ [86], *Gli3*^*fl/*fl^ [87], *LSL-*tdTomato [88], *Gli1*^*CreERt2*^ [54] mice have all been described previously. To induce Cre recombination, tamoxifen (Sigma T5648) was administered to mice at a dose of 200 mg/kg once per day for 5 days by oral gavage. To induce acute pancreatitis in 6–8 week old KC and KF mice, 8 hourly i.p. injections of caerulein (Sigma C9026) were administered at a dose of 75μg/kg over two consecutive days. Caerulein-treated mice were harvested 3 weeks after their final dose. KF mice used in aging experiments were not given caerulein, and were dissected once the mice reached 20 weeks of age. KPC mice were monitored daily by abdominal palpitation and dissected once the mice reached humane endpoint.

### Statistical analysis

All statistical analysis was performed using Graphpad Prism software. For quantitative analysis, each data point represents an independent biological replicate. Information such as sample size, P value, and the statistical test used is stated in the figure legend. Significant P-values are indicated with one or multiple asterisks according to the following convention: * = p ≤ 0.05, ** = p ≤ 0.01, *** = p ≤ 0.001, **** = p ≤ 0.0001, ns = p > 0.05.

## Supporting information

S1 Fig Characterization of *Gli* expression during human and mouse PDA progression. (**A-C**) Epithelial vs. Stromal expression of HH ligands (**A**) and receptors (**B-C**) in human IPMN (Green, n = 19 Epithelial samples, n = 12 Stromal Samples), PanIN (Blue, n = 26 Epithelial samples, n = 23 Stromal Samples), and PDA (Red, n = 197 Epithelial samples, n = 124 Stromal Samples) tissue, as determined by laser capture microdissection-RNA sequencing (40). (**D-J**) Immunofluorescent antibody analysis of healthy (**D-E**), PanIN (**F-I**), and tumor-bearing (**J**) *Gli-lacZ* reporter mice (n ≥ 3 for all genotypes). Antibodies detect β-Galactosidase (β-GAL, green), fibroblasts (VIM or PDGFβ, Red,**F, J**), ductal cells/PanIN (CK19, Red, **D, G**), blood vessels (CD31, Red, **E, H**), and immune cells (CD45, Red, **I**). DAPI staining in blue. Scale bar = 20μm.
(TIF) Click here for additional data file.

S2 Fig Validation and immune characterization of *KF;Gli2/Gli3* cKO mouse model. **A**) Immunofluorescent antibody detection of a tdTomato reporter (Red) and ECAD (Green) in *KF;Pdgrα*^*CreER/+*^*;LSL-tdTomato/+* mice treated with either tamoxifen (Bottom, n = 4) or vehicle (Top, n = 2). **B**) Efficiency of *Gli2* (Left) and *Gli3* (Right) deletion in *KF;Gli2/Gli3* cKO mice, as determined by RNAscope. Puncta of *Gli* expression were counted and normalized to stromal area in each image. N ≥ 5 for each genotype. **C**) Proliferation (PHH3+) analysis of fibroblasts (PDGFRβ+) in *KF;Gli2/Gli3* cKO and *KF;Gli2/Gli3* WT mice (n ≥ 4 for each genotype). For (**B**) and (**C**), each point represents the average value for an animal, calculated from four independent fields of view. **D**) Immunofluorescent antibody detection of total immune cells (CD45), macrophages (F4/80), total T cells (CD3), and CD8+ T cells (CD8) in *KF;Gli2/Gli3* WT (Top) and *KF;Gli2/Gli3* cKO (Bottom) mice. DAPI staining in blue. Scale bar for all images = 50μm. E-J) Flow cytometry analysis of myeloid cells (**E**), MDSCs (**F**), NK cells (**G**), regulatory T cells (**H**), T helper 2 cells (IL4+) (**I**), and T helper 1 cells (IFNγ+) (**J**) in *KF;Gli2/Gli3* WT and *KF;Gli2/Gli3* cKO mice. For all immune analyses, n ≥ 3 for each genotype. For all quantitation, p-values were determined by un-paired t-test.
(TIF) Click here for additional data file.

S3 Fig Validation and tissue analysis of *KF;Gli1/Gli2/Gli3* KO mice. **A-B**) RNAscope analysis of *Gli1* (**A**, Yellow) and *Gli3* (**B**, Yellow) expression in *KF;Gli1/Gli2/Gli3* WT (Top) and *KF;Gli1/Gli2/Gli3* KO (Bottom) mice. E-Cadherin (ECAD) expressing epithelial cells in red. **C**) Immunofluorescent antibody detection of acinar cells (AMY, Red), PanIN lesions (CK19, Green), and cell death (CC3, Green) in *KF;Gli1/Gli2/Gli3* WT (Top) and *KF;Gli1/Gli2/Gli3* KO (Bottom) mice. DAPI staining in blue. Scale bar = 100 μm. N ≥ 3 for all genotypes.
(TIF) Click here for additional data file.

S4 Fig Validation and HH-responsiveness of *Gli* KO pancreatic fibroblast. **lines A-B**) qPCR analysis of *Gli2* and *Gli3* expression in WT (**A**, blue bars) *Gli2/Gli3* KO (**A**, red bars), *Gli1* KO (**B**, white bars) and *Gli1/Gli2/Gli3* KO (**B**, red bars) pancreatic fibroblast lines. **C-D**) Western Blot analysis for GLI2 (**C**) and GLI3 (**D**) in *Gli* WT and *Gli* KO pancreatic fibroblast lines. Vinculin was used as a loading control. **E-F**) qPCR analysis for HH target genes *Gli1* and *Ptch1* in *Gli2/Gli3* KO (**E**) and *Gli1/Gli2/Gli3* KO (**F**) pancreatic fibroblasts following treatment with vehicle or SAG (600nM). P-values determined by ordinary one-way ANOVA with Tukey’s multiple comparison test.
(TIF) Click here for additional data file.

S5 Fig Additional analysis of *Gli2/Gli3* KO and *Gli1/Gli2/Gli3* KO subcutaneous tumor growth experiments. (**A**) Immunofluorescent antibody detection of a reporter allele (tdTomato, Red) expressed by *Gli2/Gli3* KO pancreatic fibroblasts. Additional antibodies detect fibroblasts (PDGFRα, Green). DAPI staining in blue. Scale bar = 50 μm. (**B-E**) Quantitation of tumor cell proliferation (**B**), cell death (**C**), fibroblast number (**D**), and endothelial cell number (**E**) across experimental conditions. (**F-G**) Flow cytometry analysis of myeloid cells (**F**) and macrophages (**G**) from *Gli2/Gli3* KO subcutaneous tumors. (**H-J**) Flow cytometry analysis of total immune cells (**H**), MDSCs (**I**), and NK cells (**J**) from *Gli1/Gli2/Gli3* KO subcutaneous tumors. For all analyses, n ≥ 5 tumors for each experimental condition. Significance was determined by ordinary one-way ANOVA with Tukey’s multiple comparisons test.
(TIF) Click here for additional data file.

S6 Fig Analysis of tumor growth and immune infiltration in *Gli2* KO, *Gli3* KO, and NK cell depletion subcutaneous tumor growth experiments. (**A-L**) Analysis of tumor implantation experiments incorporating *Gli2* KO (**A-F**), *Gli3* KO (**G-L**) pancreatic fibroblasts. (**A, G**) Tumor volume (mm^3^) over time for *Gli2* KO (**A**) and *Gli3* KO (**G**) tumors. The displayed p-value compares *Gli* KO fibroblasts to their corresponding parental line control. (**B-F, H-L**) Flow cytometry analysis of total immune cells (**B, H**), myeloid cells (**C, I**), macrophages (**D, J**), MDSCs (**E, K**), and NK cells (**F, L**) from subcutaneous tumors. (**M-P**) Further analysis of NK-cell depletion experiments. **M**) Validation of NK cell depletion in anti-NK (anti-asialo GM1)-treated mice compared to IgG control mice. P-value determined by unpaired t-test. **N-P**) Flow cytometry analysis of total immune cells (**N**), macrophages (**O**), and MDSCs (**P**). For all flow cytometry data, values displayed as a percentage of total cells. For all analyses, n ≥ 3 samples for each experimental condition. For all analyses (except **M**), p-values were determined by ordinary one-way ANOVA with Tukey’s multiple comparison test.
(TIF) Click here for additional data file.

S7 Fig Loss of *Gli* alters the transcriptional profile of pancreatic fibroblasts and impacts fibroblast-immune cross-talk. **A-B**) RNA sequencing analysis of *Gli2/Gli3* KO pancreatic fibroblasts and *Gli2/Gli3* WT pancreatic fibroblasts. **A**) Top upregulated (left) and downregulated (right) genes of membrane-bound and secreted proteins. Green gene names indicate ECM genes, and orange gene names indicate cytokines. **B**) Curated gene expression lists of ECM components (left) and ECM receptors (right). **C**) Migration of different macrophage phenotypes (TAM, M0, M1, M2) when co-cultured with WT or *Gli2/Gli3* KO pancreatic fibroblasts. **D**) Macrophage migration following co-culture with pancreatic fibroblast-conditioned media. **E-F**) RT-qPCR analysis of HH target genes (*GLI1*, *PTCH1)* in human pancreatic stellate cells (hPSCs) following stimulation with SAG. Gene expression levels are relative to *GAPDH*. **G**) Macrophage migration following co-culture with media alone, WT mouse fibroblasts, or hPSCs. P-values for (**E-F**) calculated by un-paired t test. All other P-values were calculated by ordinary one-way ANOVA with Tukey’s multiple comparison test.
(TIF) Click here for additional data file.

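For the ECM receptors of S7B Fig, 30 of 38 listed genes were tested, where the list is not the curated list of that figure. Of these, 10 were differentially expressed, 6 higher and 4 lower in the libraries labelled KO, and 10 passed when adjusted over the list alone. Without the fold limit, 26 passed. The integrin genes went both ways. Itga11 (chromosome 9 from 62677826 to 62783982) had 18.3 ± 0.797 CPM in the libraries labelled WT and 225 ± 3.16 CPM in those labelled KO (SD, n = 3 each), a log2 fold change of 3.63 (standard error 0.04, adjusted p = 3.75e-15) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Itga6 it was 1.77 (standard error 0.09, adjusted p = 5.63e-09). The hyaluronan receptor gene Hmmr had a log2 fold change of 1.93 (standard error 0.10, adjusted p = 3.85e-09). Itga8 and Itga9 fell by 1.81 and 1.10 on the log2 scale in the libraries labelled KO. These labels are contradicted by the Gli2 and Gli3 counts.

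**Figure D3:**
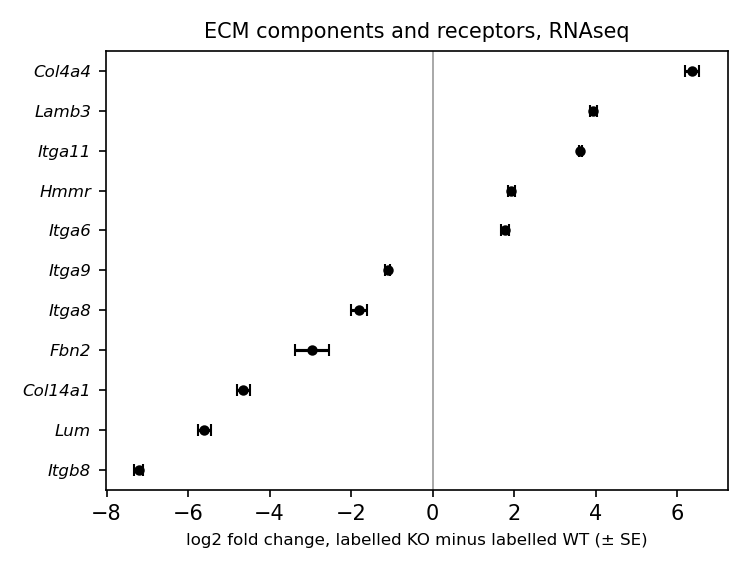
Log2 fold change (horizontal axis, libraries labelled KO minus libraries labelled WT, ± standard error, 3 libraries each) of ECM components and receptors with the largest changes, apart from Col4a3, which is at the floor in the libraries labelled WT. Itgb8 lies lowest at -7.21 and Col4a4 highest at 6.37.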

S8 Fig *Gli* expression in pancreatic fibroblasts regulates Treg differentiation. **A-C**) RT-qPCR analysis of T cells following transwell co-culture with pancreatic fibroblasts. Target genes include markers for Treg identity (*Foxp3*, **A**) as well as markers associated with an immunosuppressive Treg phenotype (*Il10* and *Tgfb*, **B** and **C**, respectively). Gene expression levels are relative to *Cyclophilin*. P-values were determined by ordinary one-way ANOVA with Dunnett’s multiple comparison test.
(TIF) Click here for additional data file.

S1 Table Antibodies used for immunofluorescence. (PDF) Click here for additional data file.

S2 Table Antibodies used for flow cytometry. (PDF) Click here for additional data file.

S3 Table Primary antibodies used for western blotting. (PDF) Click here for additional data file.

S4 Table Secondary antibodies used for western blotting. (PDF) Click here for additional data file.

S5 Table Primers used for qPCR. (PDF) Click here for additional data file.

S1 Supplemental File RNAsequencing expression analysis of WT and Gli2/Gli3 KO fibroblasts. 

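The copy of this table used here holds 1480 genes, while the paper's table has 2254. The genes are sorted by logFC, and every gene held here has a negative logFC. The other genes were not used here, and no overlap or set test was run on the table. The part held names no genotype for its libraries. By the sample labels, the paper's logFC is the mean of the libraries labelled WT minus the mean of those labelled KO. Over the 1480 genes held, the median absolute difference between it and that difference of the deposited voom values was 0.00536. A negative logFC therefore means more reads in the libraries labelled KO. The paper's logFC is -1.05 for Gli2, -1.70 for Gli3, -1.93 for Il11 and -2.66 for Il18. On that scale, edgeR gave -1.05 for Gli2, -1.71 for Gli3, -1.86 for Il11 and -2.67 for Il18. The paper gives Gli2 and Gli3 as deleted and Il11 as reduced in KO fibroblasts. These signs go with that if its logFC is KO minus WT, with the libraries labelled WT as its KO cells.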

(XLSX) Click here for additional data file.

S2 Supplemental File All numerical data for quantitation figures. (XLSX) Click here for additional data file.

# Supplementary material for: Combinatorial Gli activity directs immune infiltration and tumor growth in pancreatic cancer
**Source:** PLoS Genet. 2022 Jul 22;18(7):e1010315. doi: 10.1371/journal.pgen.1010315
**Supplement:** S1 Table

**S1 Table**

| <b>Antibody</b>               | <b>Host species</b> | <b>Catalog Number</b>  | <b>Dilution</b> |
|-------------------------------|---------------------|------------------------|-----------------|
| β-Gal                         | Chicken             | Abcam ab9361           | 1:2500          |
| β-Gal                         | Chicken             | ICL Cgal-45A-Z         | 1:2000          |
| Vimentin                      | Rabbit              | Cell Signaling cs5741  | 1:500           |
| CK19 (Troma-III)              | Rat                 | DHSB AB_2133570        | 1:100           |
| CD31                          | Rat                 | BD Biosciences 550274  | 1:500           |
| Ecad                          | Mouse               | BD Biosciences 610181  | 1:100           |
| CD45                          | Rat                 | BD Biosciences 553076  | 1:100           |
| F4/80                         | Rat                 | BMA Biomedicals T-2006 | 1:100           |
| Arg1                          | Rabbit              | Cell Signaling 93668   | 1:75 (TSA)      |
| tdTomato (RFP)                | Rabbit              | Rockland 600-401-379   | 1:200           |
| PDGFR-Beta                    | Rabbit              | Abcam ab32570          | 1:200           |
| CD3                           | Rabbit              | Abcam ab5690           | 1:500           |
| CD8                           | Rabbit              | Cell Signaling 98941S  | 1:500           |
| Alpha-Amylase                 | Rabbit              | Sigma A8273            | 1:100           |
| pHH3                          | Mouse               | Cell Signaling 9706S   | 1:100           |
| Cleaved Caspase-3<br>(Asp175) | Rabbit              | Cell Signaling 9661S   | 1:200           |

# Supplementary material for: Combinatorial Gli activity directs immune infiltration and tumor growth in pancreatic cancer
**Source:** PLoS Genet. 2022 Jul 22;18(7):e1010315. doi: 10.1371/journal.pgen.1010315
**Supplement:** S2 Table

**S2 Table**

| <b>Antibodies</b> | <b>Host species</b> | <b>Catalog Number</b>  | <b>Clone</b> | <b>Dilution</b> |
|-------------------|---------------------|------------------------|--------------|-----------------|
| CD45              | Rat                 | BD Horizon 563891      | 30-F11       | 1:100           |
| CD11b             | Rat                 | BD Pharmingen 557657   | M1/70        | 1:100           |
| F4/80             | Rat                 | eBioscience 15-4801-82 | BM8          | 1:100           |
| NKp46             | Rat                 | BD Pharmingen 560757   | 29A1.4       | 1:100           |
| GR1               | Rat                 | BD Pharmingen 553127   | R86-8C5      | 1:100           |
| CD3               | Rat                 | BD Pharmingen 555275   | 17A2         | 1:100           |
| CD4               | Rat                 | BD Pharmingen 558107   | RM4-5        | 1:100           |
| CD8               | Rat                 | BD Pharmingen 557654   | 53-6.7       | 1:100           |
| Foxp3             | Rat                 | eBioscience 53-5773-82 | FJK-16s      | 1:100           |
| IFN gamma         | Rat                 | BD Pharmingen 557649   | XMG1.2       | 1:100           |
| IL4               | Rat                 | BD Pharmingen 554436   | 11B11        | 1:100           |

# Supplementary material for: Combinatorial Gli activity directs immune infiltration and tumor growth in pancreatic cancer
**Source:** PLoS Genet. 2022 Jul 22;18(7):e1010315. doi: 10.1371/journal.pgen.1010315
**Supplement:** S3 Table

**S3 Table**

| <b>Antibody</b> | <b>Host species</b> | <b>Catalog Number</b> | <b>Dilution</b> |
|-----------------|---------------------|-----------------------|-----------------|
| GLI2            | Goat IgG            | R&D AF3635            | 1:1,000         |
| GLI3            | Goat IgG            | R&D AF3690            | 1:1,000         |
| Vinculin        | Rabbit IgG          | Cell Signaling 13901  | 1:1,000         |

# Supplementary material for: Combinatorial Gli activity directs immune infiltration and tumor growth in pancreatic cancer
**Source:** PLoS Genet. 2022 Jul 22;18(7):e1010315. doi: 10.1371/journal.pgen.1010315
**Supplement:** S4 Table

**S4 Table**

| <b>Secondary Antibody</b> | <b>Host species</b> | <b>Catalog Number</b>              | <b>Dilution</b> |
|---------------------------|---------------------|------------------------------------|-----------------|
| anti-goat IgG             | Donkey IgG          | R&D HAF109                         | 1:10,000        |
| anti-Rabbit IgG           | Donkey IgG          | Jackson ImmunoResearch 711-035-152 | 1:5,000         |

# Supplementary material for: Combinatorial Gli activity directs immune infiltration and tumor growth in pancreatic cancer
**Source:** PLoS Genet. 2022 Jul 22;18(7):e1010315. doi: 10.1371/journal.pgen.1010315
**Supplement:** S5 Table

S5 Table

| Target Gene             | Forward Primer Sequence<br>(5' → 3') | Reverse Primer Sequence<br>(5' → 3') |
|-------------------------|--------------------------------------|--------------------------------------|
| <i>Il6</i>              | TTCCATCCAGTTGCCTTCTTGG               | TTCTCATTTCACGATTTCACAG               |
| <i>Ccl5</i>             | GCCACGTCAAGGAGTATTT                  | CTTGAACCCACTTCTTCTCTGG               |
| <i>Il11</i>             | AGGTGGTCCTTCCCTAAAGA                 | GCGAGACATCAAGAGCTGTAA                |
| <i>Ccl7</i>             | TCAAGAGCTACAGAAGGATCACC              | ATAGCCTCCTCGACCCACTT                 |
| <i>Gli1</i><br>(mouse)  | GTGCACGTTTGAAGGCTGTC                 | GAGTGGGTCCGATTCTGGTG                 |
| <i>Gli2</i>             | CCTTCACCCACCTTCTTGG                  | CTTGTTCTGGTTGGCATCATT                |
| <i>Gli3</i>             | CACATGCATCAACAGATCCTAAGC             | AGGGATAGGTCTCTGTGTTGGA<br>AAT        |
| <i>Ptch1</i><br>(mouse) | GAAGCCACAGAAAACCCTGTC                | GCCGCAAGCCTTCTCTAGG                  |
| <i>GLI1</i><br>(human)  | CCAACCTCCACAGGCATACAGGAT             | CACAGATTCAGGCTCACGCTTC               |
| <i>PTCH1</i><br>(human) | GGGTGGCACAGTCAAGAACAG                | CGTACATTTGCTTGGGAGTCATT              |
| <i>Il10</i>             | GCTATGCTGCCTGCTCTTACT                | CCTGCTGATCCTCATGCCA                  |
| <i>Tgfb</i>             | TGACGTCACTGGAGTTGTACGG               | GGTTCATGTCATGGATGGTGC                |

How the deposited data were processed for this re-analysis (not part of the article)

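RNAseq of immortalized mouse pancreatic fibroblasts was analysed in 6 libraries, 3 labelled WT and 3 labelled Gli2/Gli3 KO, each from its own well. The groups were taken from the sample labels alone. Gli2 and Gli3 have more counts in the libraries labelled KO, so the groups are called labelled WT and labelled KO throughout, and no library was moved to the other group.

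The authors deposited raw counts of reads on each gene, listed by Ensembl identifier, and log2 CPM values made with limma's voom. The deposited log2 values equal the log2 of a count plus 0.5, scaled to CPM by the library's effective size, with 1 normalization factor for each library between 0.988 and 1.02. Libraries were prepared from polyadenylated RNA. The paper's text does not name the aligner, the counting tool, the genome build or whether counting used strand, and its statistics section names Graphpad Prism for all analysis. Genes with low counts had been removed from the deposited tables, which list 14831 genes. Of their identifiers, 14515 match GENCODE M21 (GRCm38) with the version and 14822 without it. Positions are from that annotation, and its names were used for genes without a symbol in the tables, where 13666 have one.

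Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter and the quasi-likelihood F test, and 14289 genes were tested. A gene was counted as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. That fold limit was set after the last logFC in the part of the S1 Supplemental File held here, -0.60, had been seen; where the paper's own limit lies is not known from that part. The standard error of a log2 fold change was taken from its size and its F statistic. Where every library of a group had at most 3 counts, the fold is a lower bound against that floor. Gene sets were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with adjustment over 7 sets, and over the 2 ECM sets by themselves. On counts simulated from these libraries, with 200 genes changed among 14190, edgeR recovered 98.5% of the changed genes with 1 false call. The changed genes were drawn from those above a count minimum and changed by more than the fold limit, equally up and down. That figure therefore does not cover genes with few counts, smaller changes or data in which far more genes differ.

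Totals ranged from 31728420 to 33905521 counts in the libraries labelled WT (median 32297675) and from 32781730 to 41035931 in those labelled KO (median 34946147). A floor of 3 counts is between 0.0719 and 0.0958 CPM in these libraries. No pair of libraries of a group differed by less than the sampling noise, with a chi-square per degree of freedom between 2.61 and 8.28, so all 6 were kept as separate replicates.

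The genes named follow a rule set before the data were examined: the genes the paper names, sex-linked genes, the 5 genes in each direction with the largest change among those with at least 100 counts in every library of the higher group and no overlap between the groups, up to 3 in each direction from the ECM and cytokine lists, and up to 3 from each other list. The lists, made without use of the data, hold ECM components, ECM receptors, cytokines, collagens, interferon-stimulated genes, inflammatory and myofibroblastic CAF markers, cell cycle genes, HH pathway members, HH targets, imprinted genes and epithelial and macrophage markers. All collagens are also in the list of ECM components. Gpm6a and the epithelial markers Krt8 and Sox9 are named outside the rule for named genes. The alternatives set at the same time were RLE, upper-quartile and total-count scaling, other count filters and fold limits, DESeq2 1.42.0, limma-voom on the counts, limma on the deposited log2 values, fry, an estimated correlation, and leaving out each library in turn. An adjustment for GC content and transcript length was chosen after seeing the data. The gene lists of S7 Fig were not used here. Only the part of the S1 Supplemental File held here was read, and other libraries it lists were not analysed here.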

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

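The results below were picked out as lying outside the cytokine and ECM genes that the paper's text reports from the RNAseq. Genes that the paper does discuss are given beside some of them. Gpm6a, named with the top genes, was chosen after its values were seen. The tests on cell cycle genes and on imprinted genes were chosen only after the results were seen. All directions are those of the sample labels, which the Gli2 and Gli3 counts contradict.

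In all, 14 genes had at most 3 counts in every library of one of the groups and at least 100 in every library of the other, 12 of them in the libraries labelled KO and 2 in those labelled WT (Dio3os and Ahsg). Ptx3, which encodes a secreted pentraxin, was at least 677-fold higher in the libraries labelled KO. Ahsg was at least 52.2-fold lower in them. The imprinted gene Plagl1 (chromosome 10 from 13060504 to 13131694) rose from 26, 41 and 58 counts to 11314, 13942 and 12052, a log2 fold change of 8.03 (standard error 0.11, adjusted p = 2.64e-14) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Zdbf2, also imprinted, was at least 23.7-fold higher in the libraries labelled KO. Whether cells of another type in a group brought these transcripts was left undecided. Of 10 macrophage and epithelial markers in the deposited tables, 0 went from the floor to over 10 CPM, but 1 of them, Krt8, was at the floor in a group, so that the test had little to decide. Krt8 averaged 0.259 CPM in the libraries labelled KO, and Sox9 fell by 0.50 on the log2 scale while Krt7 rose by 2.40, Cdh1 by 1.08 and Cela1 by 0.87. Of 4 epithelial markers tested, 3 were differentially expressed. Of 5 macrophage markers tested, 0 were, and 2 had an adjusted p under 0.05 without the fold limit. Epithelial cells could raise Krt7, Cdh1 and Cela1, and stay open, as do other cell types, which were not tested. Of 22 imprinted genes tested, 11 were differentially expressed, 7 higher and 4 lower in the libraries labelled KO. The set test (camera, adjusted p = 0.772) decides nothing, since members go both ways. That the lines may differ in such on and off states for reasons apart from Gli2 and Gli3 stays open and was not tested, since the wells do not show how much separately made lines of the same genotype differ.

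Hhip, a target gene of HH signaling, had 39, 42 and 44 counts in the libraries labelled WT and 0 in each library labelled KO, at least 14.2-fold lower. All 3 HH target genes tested (Gli1, Ptch1 and Hhip) were lower in the libraries labelled KO, while Gli2 and Gli3 were higher there. The HH receptors and transducers went both ways: of 8 tested, Gas1 had a log2 fold change of 1.89 and Smo of -0.75, and exons of Gas1 overlap an annotated gene on the opposite strand. Whether the pathway genes move as a set stayed open, because members go both ways (camera, adjusted p = 0.267).

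Of 34 cell cycle genes tested, 26 were differentially expressed, all of them higher in the libraries labelled KO. The set had a camera adjusted p of 1.75e-09, with 0.00120 under fry and 0.609 with the correlation estimated from the 6 libraries. Ccnb2 had a log2 fold change of 2.10, Ccnb1 of 1.92 and Kif20a of 1.84, where Kif20a shares exon bases with Cdc23 on the opposite strand. The mean log2 CPM of the set was 4.12, 3.81 and 3.79 in the libraries labelled WT and 5.14, 5.08 and 4.92 in those labelled KO. The difference of 1.13 between the groups was 3.50 times the larger range within a group, which argues against chance differences in growth between wells. A difference in growth or density shared by all wells of a group cannot be told apart from an effect of genotype in this design, because it would split the libraries the same way. The paper reports no difference in fibroblast proliferation after Gli2/Gli3 deletion, measured in mouse tissue and not in these cultures.

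Of 32 interferon-stimulated genes tested, 20 were differentially expressed, 17 of them lower in the libraries labelled KO. Ccl5 and Cxcl10, which interferon induces in many cells, changed in the same direction. A candidate explanation for their change is a general interferon response in the libraries labelled WT. The set of interferon-stimulated genes, which holds no cytokine, was higher in those libraries (camera, adjusted p = 9.71e-06), in line with that hypothesis, but not with the correlation estimated from the 6 libraries (0.609). What would start such a response, the genotype, the viral infection of the lines or their culture, was not tested. The paper's methods name different viruses for control and KO cells, so virus and genotype would split the libraries the same way.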

How the results depend on the processing

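No paired analysis was possible because the 2 groups share no replicate numbers. The number of differentially expressed genes was 2532 with RLE size factors, 2576 with upper-quartile scaling, 2550 with total counts, 2342 with DESeq2, 2526 with limma-voom and 2514 with limma on the deposited values. DESeq2 and edgeR shared 2336 genes. It was 2670 without a filter, 1926 with at least 10 counts in every library, and from 2501 to 2618 across the 6 fits that each left out 1 library. Upper-quartile scaling put 70.7% of them higher in the libraries labelled KO, against 65.6% with TMM.

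Without the fold limit there were 8391 differentially expressed genes, 20 cytokine genes, 68 ECM components and 26 ECM receptors. With a limit of 2-fold there were 1456 genes and 8 cytokine genes. Requiring at least 10 counts in every library left 1 of the 7 cytokines of Fig 6A and 8 cytokine genes, since that filter removes genes with few counts in either group. Ccl5, Ccl11, Cxcl10 and Il11 have fewer than 10 counts only in libraries of their lower group. The change itself therefore decides whether they pass this filter, which cannot tell it from low depth. Genes detected in a single group numbered 40 with at most 10 counts in the lower group and 58 with at least 30 in the higher group, as wider limits admit more genes.

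Under fry in place of camera, the adjusted p was 0.00225 for collagens, 8.22e-05 for ECM components and for ECM receptors, 0.00302 and 3.31e-04 for inflammatory and myofibroblastic CAF markers, 7.23e-04 for HH pathway genes and 9.21e-04 for imprinted genes. Apart from the fits that left out a library, the adjusted p of these sets reached 0.972 for collagens, 0.741 for both ECM sets, 0.972 and 0.625 for the CAF markers, 0.609 for HH pathway genes and 0.972 for imprinted genes. With a library left out it went up to 0.776 for ECM receptors and 0.801 for myofibroblastic markers, and for the other sets no higher than with these alternatives. The fry value used asks whether a set shifted up or down on average, and camera whether it shifted more than other genes. With the correlation estimated, the interferon and cell cycle sets both had an adjusted p of 0.609, and the cause was not tested. The lowest over all alternatives came with a library left out, 6.18e-08 for the interferon set and 6.66e-12 for the cell cycle set.

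The log2 fold change of Ccl7 ranged from 0.42 to 0.60 with each library left out in turn and passed the fold limit in 2 of these 6 fits. That of Ccl2 ranged from -0.0089 to 0.18, with no call in any of them. A tally of values under an alternative covered named genes, Ccl2 included, but not Gli1, Gli2, Gli3 or the cytokines of Fig 6A. It also left out Gpm6a, Sox9, Krt8 and the macrophage markers. In it, 654 values kept their direction and their side of the threshold and 1, that of Ccl2, reversed. Gli2 and Gli3 stayed higher in the libraries labelled KO in all alternatives run, with log2 fold changes from 1.05 to 1.11 and from 1.70 to 1.76 apart from the fits that left out a library, where they ranged from 1.02 to 1.08 and from 1.68 to 1.73.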

Differences from the paper's values

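For 25 named genes with a logFC in the part of the S1 Supplemental File held here, it was set beside the value computed here. Of these, 19 were compared as log2 fold changes, with a largest difference of 0.0924. The other 6 are at the floor in the libraries labelled WT and were compared only as lower bounds. Such a comparison finds a difference only where the bound exceeds the paper's fold, and none did. The paper's text gives over 2200 differentially expressed genes and its table 2254, beside 2531 here.

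The directions under the sample labels are opposite to those the paper states for all 7 cytokines of Fig 6A. The paper gives Ccl5 and Cxcl10 as increased in KO fibroblasts, and its Fig 6A shows Ccl11 higher there too. Under the labels, Ccl5 was at least 11.8-fold lower in the libraries labelled KO, and the log2 fold changes of Cxcl10 and Ccl11 were -1.91 and -2.39. The paper gives Il6 and Il11 as reduced in KO fibroblasts, and Fig 6A shows Ccl7 and Il18 lower there. Under the labels, the log2 fold changes were 0.44 for Il6, 1.86 for Il11, 0.53 for Ccl7 and 2.67 for Il18. None of the alternatives set before the data were examined changed a direction among these 7 genes where the gene was tested. The paper gives Gli2 and Gli3 as deleted in the KO fibroblasts. Under the labels, their log2 fold changes were 1.05 and 1.71 in the libraries labelled KO, and no alternative changed these directions.

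The paper states that a baseline level of Gli1 is maintained in Gli2/Gli3 KO fibroblasts. Gli1 had 4, 10 and 13 counts in the libraries labelled KO and 40, 50 and 37 in those labelled WT, a log2 fold change of -2.40 (standard error 0.31, adjusted p = 2.30e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under the opposite labels, Gli1 would be higher in the KO fibroblasts.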

Other observations

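The tests on the labels, on cell cycle genes and on the sign and chance level of chromosome medians were chosen only after the results were seen. All directions are those of the sample labels, which the Gli2 and Gli3 counts contradict.

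Why the libraries labelled KO have more Gli2 and Gli3 counts was examined as a hypothesis. Another scaling is argued against: over TMM, RLE, upper-quartile and total-count scaling the smallest log2 fold change of the pair was 1.05. A single mislabelled library is argued against too, since the lowest CPM in a library labelled KO was 1.93 times the highest in one labelled WT for the gene with the smaller gap. Reads on exons that recombination leaves in place could keep a deleted gene's counts level, but would not by themselves raise them (smaller log2 fold change of the pair 1.05). Swapped labels of the 2 groups are consistent with 7 of the 7 cytokines of Fig 6A, whose directions under the labels are all opposite to the paper's, though the paper chose these genes on the same libraries. The HH target genes do not decide between the labels: Gli1 had a log2 fold change of -2.40 and Ptch1 of -1.53, and Hhip had 0 counts in each library labelled KO. The paper describes the KO cells as unresponsive to HH stimulation, which does not set their levels without it. The paper also states that they keep a baseline level of Gli1, and proposes that GLI1 drives transcription in them once the repressor is lost. The paper also reports its directions for Ccl5, Il6 and Il11 from qPCR, and checks of Gli deletion in its lines by qPCR and western blot. Its text does not state whether these assays used the cells of the sequenced wells. The negative logFC of Gli2, Gli3, Il11 and Il18 in the paper's table also goes with a swap, if that logFC is KO minus WT. The part of the S1 Supplemental File held here does not say which way it was taken. A swap stays a hypothesis, and the labels were kept as deposited. A rise of a transcript without function in deleted cells stays open for Gli2 and Gli3, was not tested, and would not bear on the cytokines. The deposited tables give no reads on single exons, so the deletion itself was not examined here.

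The number of differentially expressed genes was set against other groupings of the libraries. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, the real one, and that share cannot fall under 0.1 with 3 libraries against 3. The other 9 splits gave 0 genes each, with 43 to 392 genes at an unadjusted p under 0.05, where the real split gave 9002. Each of these 9 splits has libraries of both groups on each side. The difference between the groups then adds to the spread within a side and keeps the numbers low. They therefore do not show what libraries without a group difference would give. After an adjustment for GC content and transcript length, chosen after seeing the data, 2544 genes were differentially expressed, which argues against such a bias as the whole cause. The 10 genes with most counts took shares that differed by 0.368 percentage points between the groups.

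The median log2 fold change differed between chromosomes. Of 20 chromosomes with 50 or more tested genes, 7 had a median beyond 0.15 in size. It was -0.29 for chromosome 18, -0.20 for chromosome 5, -0.19 for chromosome X and -0.15 for chromosome 1. For chromosomes 3, 8 and 9 it was 0.16, 0.19 and 0.19. In 1000 draws of random gene lists of the same sizes, the largest median was 0.0756 in size, and 0 draws reached the observed one. Chromosomes 4, 7, 10, 16 and 17 also had medians larger than 0.0756 in size (-0.08, 0.11, 0.11, -0.11 and -0.10). They were not split at the middle. On 6 of the 7 chromosomes beyond 0.15, all but X, the genes before and after the middle had medians of the same sign. These differed by less than 2 times, which argues against a single cluster of genes there. On chromosome X the medians were -0.10 and -0.35, so that a cluster in its second part stays open. None of the medians reached 0.4, the size set for a gained or lost copy in all cells. The number of chromosome copies in these lines was not measured, so this limit does not exclude such a difference. With each chromosome's median removed, 2377 genes were differentially expressed, so that shifts of whole chromosomes may add to, but are not the whole cause of, the number of such genes. A copy number difference in part or all of the cells stays open as an explanation of the medians, and RNA alone does not decide it. The rule for judging copy number was changed after the values were seen. Xist, the only sex-linked gene listed that is in the deposited tables, had counts in all 6 libraries and a log2 fold change of -0.80 (standard error 0.13, adjusted p = 1.76e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; Tsix overlaps it on the opposite strand.

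Lists of inflammatory and myofibroblastic CAF markers were read beside Il6, which the paper names as a marker of inflammatory CAFs. Of 15 inflammatory markers tested, 8 were differentially expressed, 2 higher and 6 lower in the libraries labelled KO. Dpt had a log2 fold change of -3.85 (standard error 0.13, adjusted p = 9.03e-11) and Has1 of -3.18 (standard error 0.42, adjusted p = 3.23e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 15 myofibroblastic markers, 7 were differentially expressed, 3 higher and 4 lower. The log2 fold change was -2.28 for Myl9, -1.92 for Thbs2 and 1.94 for Igfbp3. A shift from the inflammatory to the myofibroblastic state as the reason for the Il6 change was left undecided, since members of both lists go both ways (larger camera adjusted p 0.772). The inflammatory list shares 7 genes with the cytokine list, Il6 among them.

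The paper's discussion names targets of GLI1 identified in earlier work, among them the genes for MCP-1 (Ccl2) and M-CSF (Csf1). In these libraries Ccl2 had a log2 fold change of 0.06 (standard error 0.10, adjusted p = 0.6003) and Csf1 of 0.31 (standard error 0.03, adjusted p = 8.49e-07), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Neither passed the fold limit. Ccl2 was not separated between the groups.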
